# Developmental estrogen exposure in mice disrupts uterine epithelial cell differentiation and causes adenocarcinoma via Wnt/β-catenin and PI3K/AKT signaling

**DOI:** 10.1371/journal.pbio.3002334

**Published:** 2023-10-19

**Authors:** Elizabeth Padilla-Banks, Wendy N. Jefferson, Brian N. Papas, Alisa A. Suen, Xin Xu, Diana V. Carreon, Cynthia J. Willson, Erin M. Quist, Carmen J. Williams

## Abstract

Tissue development entails genetically programmed differentiation of immature cell types to mature, fully differentiated cells. Exposure during development to non-mutagenic environmental factors can contribute to cancer risk, but the underlying mechanisms are not understood. We used a mouse model of endometrial adenocarcinoma that results from brief developmental exposure to an estrogenic chemical, diethylstilbestrol (DES), to determine causative factors. Single-cell RNA sequencing (scRNAseq) and spatial transcriptomics of adult control uteri revealed novel markers of uterine epithelial stem cells (EpSCs), identified distinct luminal and glandular progenitor cell (PC) populations, and defined glandular and luminal epithelium (LE) cell differentiation trajectories. Neonatal DES exposure disrupted uterine epithelial cell differentiation, resulting in a failure to generate an EpSC population or distinguishable glandular and luminal progenitors or mature cells. Instead, the DES-exposed epithelial cells were characterized by a single proliferating PC population and widespread activation of Wnt/β-catenin signaling. The underlying endometrial stromal cells had dramatic increases in inflammatory signaling pathways and oxidative stress. Together, these changes activated phosphoinositide 3-kinase/AKT serine-threonine kinase signaling and malignant transformation of cells that were marked by phospho-AKT and the cancer-associated protein olfactomedin 4. Here, we defined a mechanistic pathway from developmental exposure to an endocrine disrupting chemical to the development of adult-onset cancer. These findings provide an explanation for how human cancers, which are often associated with abnormal activation of PI3K/AKT signaling, could result from exposure to environmental insults during development.

## Abstract 2

How does exposure to non-mutagenic environmental factors during development contribute to cancer risk? Single cell RNA-seq and spatial transcriptomics reveal how endocrine disruption of endometrial cell differentiation by diethylstilbestrol alters the characteristics of stem and progenitor cells, leading to cancer development.

## Introduction

Cellular differentiation is genetically and epigenetically programmed but strongly influenced by the environment. Environmental cues provide opportunities for the developing organism or differentiating adult tissues to adapt their pre-programmed differentiation trajectory to improve fitness [1,2]. Altered developmental trajectories can also reduce adult fitness, particularly in settings where the environment changes after there are developmental adaptations to the initial environment. This phenomenon, now termed “developmental origins of health and disease,” was first discovered as a connection between poor nutrition in infants and increased risk of arteriosclerotic heart disease in prosperous adults [3,4].

Environmental exposures during specific windows of development can even lead to delayed onset of cancer in adulthood. A classic example of this phenomenon is prenatal exposure to diethylstilbestrol (DES), which significantly alters developmental patterning of the female reproductive tract. This altered patterning leads to adult reproductive tract structural defects and functional deficits including infertility, miscarriage, and preterm birth [5]. Fetal DES exposure is also associated with an increased incidence of specific cancers in adult women [6–8]. The “two-hit hypothesis” of cancer development postulates that 2 mutational events cause cancer, with the first mutation causing cancer susceptibility and the second mutation causing cancer progression [9–11]. Indeed, numerous cancers result from 2 mutational events, such as retinoblastoma and colorectal carcinoma [12,13]. In addition to mutations, epigenetic alterations can similarly serve as “hits” responsible for cancer development through their impacts on tumor suppressors or oncogenes [14].

How do non-mutagenic environmental exposures during development impact tissues in a way that leads to late onset of carcinogenesis, particularly when similar exposures during adulthood have no persistent effects? To address this question, we are utilizing a mouse model of DES exposure during female reproductive tract differentiation that was initially developed to model human DES exposure [15]. At birth, the mouse female reproductive tract is a bifurcated tubular structure lined by a simple epithelium. The uterus is not fully differentiated until about 3 weeks later, when anterior-posterior patterning and cellular differentiation are fully established under the influence of factors including *Hox* and *Wnt* genes, growth factors, Hippo signaling, and steroid hormones [16,17]. The mature uterine endometrium has a luminal epithelium and a glandular epithelium formed from invaginations of the luminal epithelium into the underlying stroma. These epithelia undergo cyclic regeneration with each estrous cycle from rare adult epithelial stem cells (EpSCs), which provide progenitor cells (PCs) committed to proliferate and differentiate into luminal or glandular epithelium [18–21]. The presence of uterine EpSCs was previously described using lineage tracing and flow cytometry experiments; however, their location and specific cell markers are inconclusive [19]. In addition, previous uterine single-cell RNA-seq was performed on either neonatal/prepubertal mice or had shallow sequencing, so stem cell populations were not adequately captured [17,22,23].

The mouse model of neonatal DES exposure entails exposing newborn female mice to DES daily for 5 days beginning on the day of birth, during the initial window of rapid reproductive tract differentiation. This exposure causes altered reproductive tract patterning, increased deposition of extracellular matrix material throughout the tissue, and a high incidence of estrogen receptor alpha (ERα)-dependent uterine endometrioid adenocarcinoma in 12-month-old adults [15,24,25]. This model requires 2 “hits”: neonatal exposure to an estrogenic chemical followed by additional exposure to endogenous estrogen following puberty. The resulting cancers have no obvious mutational signature and are not discrete tumors [15,26–28]. Instead, they are characterized by having multiple foci of diffuse infiltrating neoplastic cells with mixed glandular, basal, and squamous cell features [15,25].

Basal epithelial cells in the female reproductive tract are normally restricted to the cervix and vagina [25,29]. In vaginal epithelium, basal cells form the first cell layer that abuts the basement membrane between stromal and epithelial cells. These basal cells have high expression of SIX1, a homeobox transcription factor and human oncogene [30]. Following neonatal DES exposure, basal cells expressing SIX1 are also found in many regions of the uterine body and uterine horns at the basement membrane beneath endometrial luminal and glandular epithelium (GE) cells [25]. SIX1 also marks neonatal DES exposure-induced cancer cells and is found in some human endometrial cancers [29]. Conditional deletion of SIX1 in the mouse uterus prevents uterine basal cell formation following DES exposure but does not prevent cancer, indicating that neither SIX1 nor basal cells are required for cancer development in this model [31].

To determine the mechanisms underlying neonatal DES exposure-induced cancer development, we utilized single-cell RNA sequencing (scRNAseq) and spatial transcriptomics [32] to identify alterations in uterine gene expression in adult DES-exposed mice with adenocarcinoma relative to unexposed controls. We found that DES-exposed mice lack normally differentiated uterine luminal and glandular epithelial cells. Instead, they have an expanded population of less differentiated uterine epithelial cells that have characteristics of stem and progenitor cells and extensive activation of Wnt/β-catenin signaling. The endometrial stroma is highly enriched in inflammatory pathways, and the cancer cells have activated PI3K/AKT signaling, a common driver of uterine adenocarcinoma. Our findings suggest that brief estrogenic chemical disruption of uterine epithelial cell differentiation, combined with stromal inflammation, promotes abnormal activation of Wnt/β-catenin and PI3K/AKT signaling pathways that drive cancer development.

## Results

### Identification of uterine cell types in control and DES-exposed mice

Single cells were isolated from a single sample of pooled uteri of control (CO) or DES-exposed mice, processed using the 10x Genomics scRNAseq platform, and sequenced to a depth of >1.2 billion reads per sample with >40,000 reads per cell. 

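Uteri of 12-month-old mice given corn oil (CO) or 1 mg/kg/day of DES on days 1 to 5 after birth were dissociated, and the cells of 2 CO mice and of 4 DES mice were each pooled into 1 library. The authors counted the unique molecular identifiers (UMIs) of 24077 genes in each cell with Cell Ranger on the mm10 build, and the deposited counts carry no normalization. The CO library held 32387 cells and 353460067 UMIs, with a median of 6779 UMIs and 2280 genes per cell. The DES library held 16312 cells and 288919190 UMIs, with a median of 10153.5 UMIs and 3121 genes per cell. The reads listed for these cells come to 801774129 in CO (24756 per cell) and 727362408 in DES (44591 per cell). The paper's sequencing totals are 1449861325 reads (44767 per cell) in CO and 1202821237 reads (73738 per cell) in DES. All values given here rest on the deposited UMIs. The authors' metadata name a cell type for 12253 CO cells (median 10775 UMIs) and 9701 DES cells (median 17035 UMIs). The other 20134 CO cells had a median of 4137.5 UMIs and the other 6611 DES cells a median of 2178 UMIs, and these carry no cell type. A further 350 cells named in the metadata have no column of counts and were not used here. Expression in a group of cells was computed as the gene's summed UMIs scaled to the group's total (CPM) with an exact Poisson 95% interval. Shares of cells were given exact Clopper-Pearson 95% intervals. For the share of cells with a UMI of a gene, each cell with enough UMIs was first thinned at random to 3000 UMIs, so that groups of different depth were compared at the same depth. These intervals cover counting error only. With 1 library per condition there is no replicate check on any difference between CO and DES cells, and no test between them was made. Cell types and clusters are the authors' own and were formed on the same counts, so a gene that defines a cluster is described in it and not tested. Gene positions are those of GENCODE M21 on GRCm38, the build named mm10.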

Mapping was of high quality and 32,387 CO cells and 16,312 DES cells had sufficient information captured (S1A Table). There was a robust number of transcripts per cell (CO, 6779; DES, 10153). Unsupervised clustering of all cells was performed using Seurat v3.1.0 and a uniform manifold approximation and projection (UMAP) generated (Fig 1A). Clustered cell types were identified by comparing differentially expressed genes (DEGs) of each cluster to published uterine cell type markers [22] (Fig 1B and S1B Table). The largest clusters were epithelial and mesothelial cells, but there was representation of most expected cell types. 

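Of the 12253 annotated CO cells, 1326 were stromal cells (10.8%, 95% interval 10.3 to 11.4), 341 endothelial cells (2.78%, 2.5 to 3.09) and 75 pericytes (0.612%, 0.482 to 0.767). Among the 9701 annotated DES cells there was 1 stromal cell (0.0103%) and there were 5 endothelial cells (0.0515%, 0.0167 to 0.120). No DES cell was annotated as a pericyte, which allows a share of up to 0.0309%. Together the 3 types made up 14.2% of annotated CO cells (13.6 to 14.8) and 0.0618% of annotated DES cells (0.0227 to 0.135). Mesothelial cells formed 56.0% of annotated CO cells (55.2 to 56.9) and 39.6% of annotated DES cells (38.6 to 40.5). Epithelial cells formed 21.1% in CO (2583 cells, 20.4 to 21.8) and 54.2% in DES (5255 cells, 53.2 to 55.2). The share that moved most under another setting was that of DES epithelial cells, which was 48.0% (4655 cells) when cells were assigned by clusters rebuilt from the counts at Leiden resolution 0.5 or 2. At resolution 0.5, 602 DES cells that the authors call epithelial fell in a cluster left without a name. Its leading genes included Krt14, Krt5 and Trp63, and the markers used for naming held none for basal cells. The move thus comes from the naming and not from cells given another type.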

Three cell types normally found in the uterine stromal region were largely absent from the DES sample: stromal cells, pericytes, and endothelial cells.

**Fig 1:**
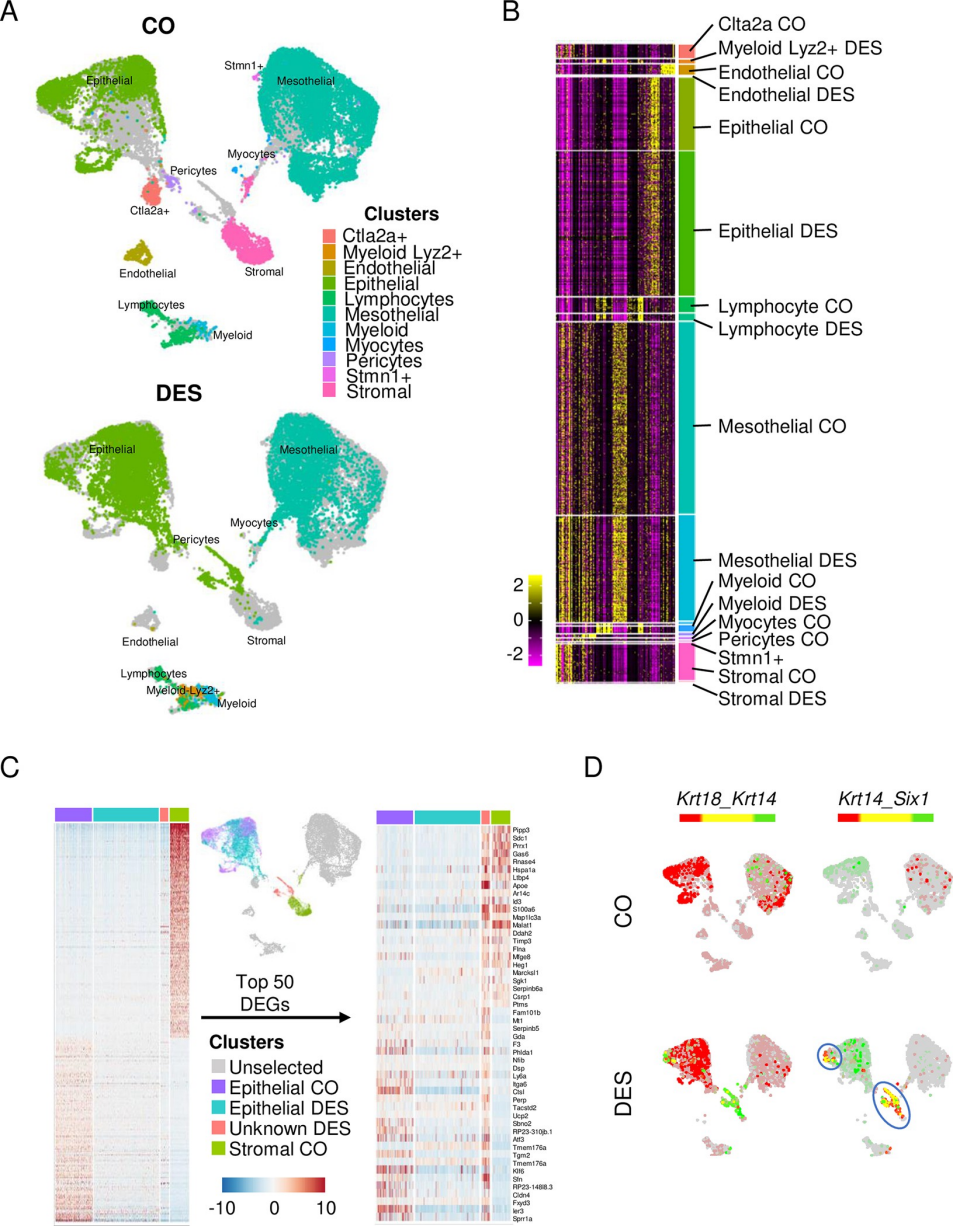
Identification of uterine cell types captured by scRNAseq. (A) Integrated UMAP of all uterine cells captured. Each cell type identified by color and text from CO (top) and DES (bottom). (B) Heat map of gene expression of cell identity genes. Cell type indicated for each identified cluster. Expression is centered [mean = 0 ± SD of each feature]. (C) Heat map of epithelial and stromal cell markers in CO and DES epithelial cells, CO stromal cells and an unidentified population with similarities to both cell types (left). Top 25 cell identity DEGs are plotted for both epithelial and stromal cells (50 total). Expression is Pearson Residuals from the SCTransform method. (D) Dual feature plots of epithelial and basal cell markers (*Krt18*, *Krt14*, and *Six1*). The blue circles indicate cells with a basal cell signature. CO (top) and DES (bottom). In this and all subsequent dual feature plots, colors for each gene (red or green) are indicated above the UMAPs; yellow indicates overlapping expression. The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156. CO, control; DEG, differentially expressed gene; DES, diethylstilbestrol; scRNAseq, single-cell RNA sequencing; SD, standard deviation; UMAP, uniform manifold approximation and projection.

The lack of stromal cells in the DES sample was surprising compared to the robust capture of CO stromal cells. One explanation for this finding was that another cell type in the DES sample was not categorized properly. Indeed, there was a group of DES cells that categorized as epithelial cells but plotted closer on the UMAP to CO stromal cells and mesothelial cells than to CO epithelial cells. To test for mis-categorization, we first performed unbiased clustering of DES mesothelial cell gene expression with CO mesothelial and stromal cell gene expression. 

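The stromal markers Dpt (chromosome 1, 164796644 to 164824266), Vcan (chromosome 13, 89655312 to 89742509) and Col6a3 (chromosome 1, 90765923 to 90843971) were compared between the mesothelial cells of both libraries and the CO stromal cells. Dpt stood at 265 CPM in CO stromal cells (256 to 274), at 1.88 CPM in CO mesothelial cells (1.59 to 2.20) and at 0.217 CPM in DES mesothelial cells (0.118 to 0.364, from 14 UMIs). After thinning, 53.6% of CO stromal cells held a Dpt UMI, against 0.610% of CO mesothelial cells and 0.0529% of DES mesothelial cells. Vcan stood at 207 CPM in CO stromal cells (199 to 216), 4.77 CPM in CO mesothelial cells (4.31 to 5.26) and 3.92 CPM in DES mesothelial cells (3.45 to 4.43). The thinned share for Vcan was 42.4%, 1.53% and 0.873% in the same order. Col6a3 stood at 2025 CPM in CO stromal cells, 111 CPM in CO mesothelial cells and 65.5 CPM in DES mesothelial cells (63.5 to 67.5). The thinned share for Col6a3 was 96.5%, 27.3% and 17.1%. It was above the 3.94% of CO epithelial cells in both mesothelial groups. Without thinning, the share of DES mesothelial cells with a Col6a3 UMI was 55.3%, the largest move of these shares. The median depth was 8726.5 UMIs in CO stromal cells, 10436 in CO mesothelial cells and 12329 in DES mesothelial cells. All 3 genes were found together, with at least 1 UMI each in the unthinned counts, in 860 of 1326 CO stromal cells (64.9%), in 10 of 6866 CO mesothelial cells (0.146%) and in 2 of 3837 DES mesothelial cells (0.0521%).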

There was no resulting subset of DES mesothelial cells that had characteristics of stromal cells (S1A Fig). Next, a comparison of DES epithelial cell gene expression to both CO epithelial and stromal cells revealed a subcluster of DES cells that exhibited characteristics of both cell types (Fig 1C). Of note, most of the epithelial markers appeared to be expressed at a lower level in DES epithelial cells compared to CO epithelial cells. The unidentified DES subcluster was confirmed by a heat map of the top 50 DEGs differentiating CO epithelial from CO stromal cells (Fig 1C). DEGs in this DES subcluster included the basal cell markers *Trp63* and *Krt14*. Neonatal DES exposure causes development of a population of basal cells, not observed in controls, that co-express *Trp63*, *Krt14*, and *Six1* [25,29,31]. Feature plots of the epithelial cell marker, *Krt18*, and these basal cell markers clearly identified 2 DES cell clusters as basal cells. One of these clusters was near the CO stromal cells and one was adjacent to the main epithelial cell cluster; this cell type was not observed in CO cells (Figs 1D and S1B). These findings confirm that basal cells were included in the analyzed DES cell populations. 

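Cells were counted as basal when they held more than 1 UMI of both Krt14 (chromosome 11, 100203162 to 100207548) and Trp63 (chromosome 16, 25683763 to 25892102). None of the 2583 CO epithelial cells met this rule, which allows a share of up to 0.116%, and neither did any other CO cell. In the DES library 483 of 5255 epithelial cells met it (9.19%, 8.42 to 10.0). With at least 1 UMI of both genes the count was 595 (11.3%, 10.5 to 12.2), the largest move among the rules tried. A further 54 DES cells with no cell type, 4 DES mesothelial cells and 2 DES lymphocytes met the first rule, for 543 cells in the whole DES library (3.33%). Outside DES epithelial cells these genes were low. Krt14 stood at 0.838 CPM in CO epithelial cells and 10.6 CPM in DES mesothelial cells, and Trp63 at 0.0761 CPM (6 UMIs) and 0.480 CPM.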

Feature plots of 3 stromal cell markers, *Dpt*, *Vcan*, and *Col6a3* [23], confirmed that the DES group lacked stromal cells (S1C Fig). It is likely that increased levels of extracellular matrix deposition in the stroma of DES uteri precluded isolation of living stromal cell types for analysis [15,33].

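In the DES library, 3 of all 16312 cells held at least 1 UMI each of Dpt, Vcan and Col6a3 (0.0184%, 0.00379 to 0.0537), against 1647 of the 32387 CO cells (5.09%). None of the 3 was among the DES cells without a cell type or among DES epithelial cells. The cell annotated as stromal had 6958 UMIs, of which 8 were Dpt, 1 was Vcan and 11 were Col6a3. DES epithelial cells held no Dpt UMI. Their Vcan level was 0.318 CPM (56 UMIs) and their Col6a3 level 1.58 CPM (278 UMIs), with thinned shares of 0.154% and 0.481%. CO epithelial cells, at a median of 23458 UMIs against 21900 in DES, stood at 1.1 CPM of Dpt, 0.888 CPM of Vcan and 13.0 CPM of Col6a3. The paper proposes that the missing cells were lost at isolation, because extracellular matrix in the DES stroma kept living stromal cells from being recovered.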

### Comparison of CO and DES stromal cells using spatial transcriptomics

Because DES stromal cells were not captured in our scRNAseq analysis, we used spatial transcriptomics to characterize gene expression in DES stromal cells. Frozen longitudinal sections from uteri of 12-month-old CO and DES mice were evaluated to ensure inclusion of the luminal region. 

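Spatial transcriptomes were measured on a Visium slide, on which spots with known positions capture the RNA of the tissue above them. There were 4 longitudinal sections, 1 per mouse, with 2 CO sections (A and B) and 2 DES sections (A and B). The authors counted UMIs per gene and spot with Space Ranger on mm10, clustered the spots of each section into 10 groups, and deposited the counts of 30828 genes without normalization. CO A held 1433 spots and 12506177 UMIs, with a median of 6656 UMIs and 2581 genes per spot, where the paper's median is 2518 genes. CO B held 1834 spots and 11032957 UMIs, with a median of 4862.5 UMIs and 2122.5 genes. DES A held 1575 spots and 9117099 UMIs (medians 4116 and 2056), and DES B held 1357 spots and 9880021 UMIs (medians 5334 and 2413). A spot covers several cells, so a region's values mix cell types. UMIs were summed over the spots of a region in each section, and the sections, not the spots, were the replicates of every test. Values within 1 section are CPM with exact Poisson 95% intervals. Differences between sections were fitted with edgeR after TMM normalization, on genes passing its filter for low counts. The letters A and B do not pair a CO with a DES section. Across genes, which are not independent replicates, the deviations of same-letter sections from their group means correlated at 0.0898 in the stromal spots and -0.0254 over whole sections.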

DES sections were also evaluated to determine the presence of uterine adenocarcinoma. Once appropriate regions were confirmed in 2 tissue blocks per group (CO A and B; DES A and B), immediately adjacent sections were processed for spatial transcriptomics (Figs 2A and S2A). There were approximately 40 million total reads per sample. One of the CO sections (CO B) had a substantial tissue fold and one of the DES sections (DES B) was limited in identifying clusters, so only 1 section per group was chosen for the majority of the analyses. However, some analyses were performed on these additional sections to confirm reproducibility in findings (S2A Fig). All CO and DES samples had similar numbers of spots under the tissue (1,357 to 1,834), levels of sequencing saturation (56% to 66%), and median genes per spot (2,056 to 2,518) (S2A Table). Note that each spot, which is 55 μm in diameter (10x Genomics), represents gene expression from approximately 5 to 10 cells, depending on cell size. For this reason, clear distinctions in gene expression cannot be made for intermixed cell types using this methodology.

**Fig 2:**
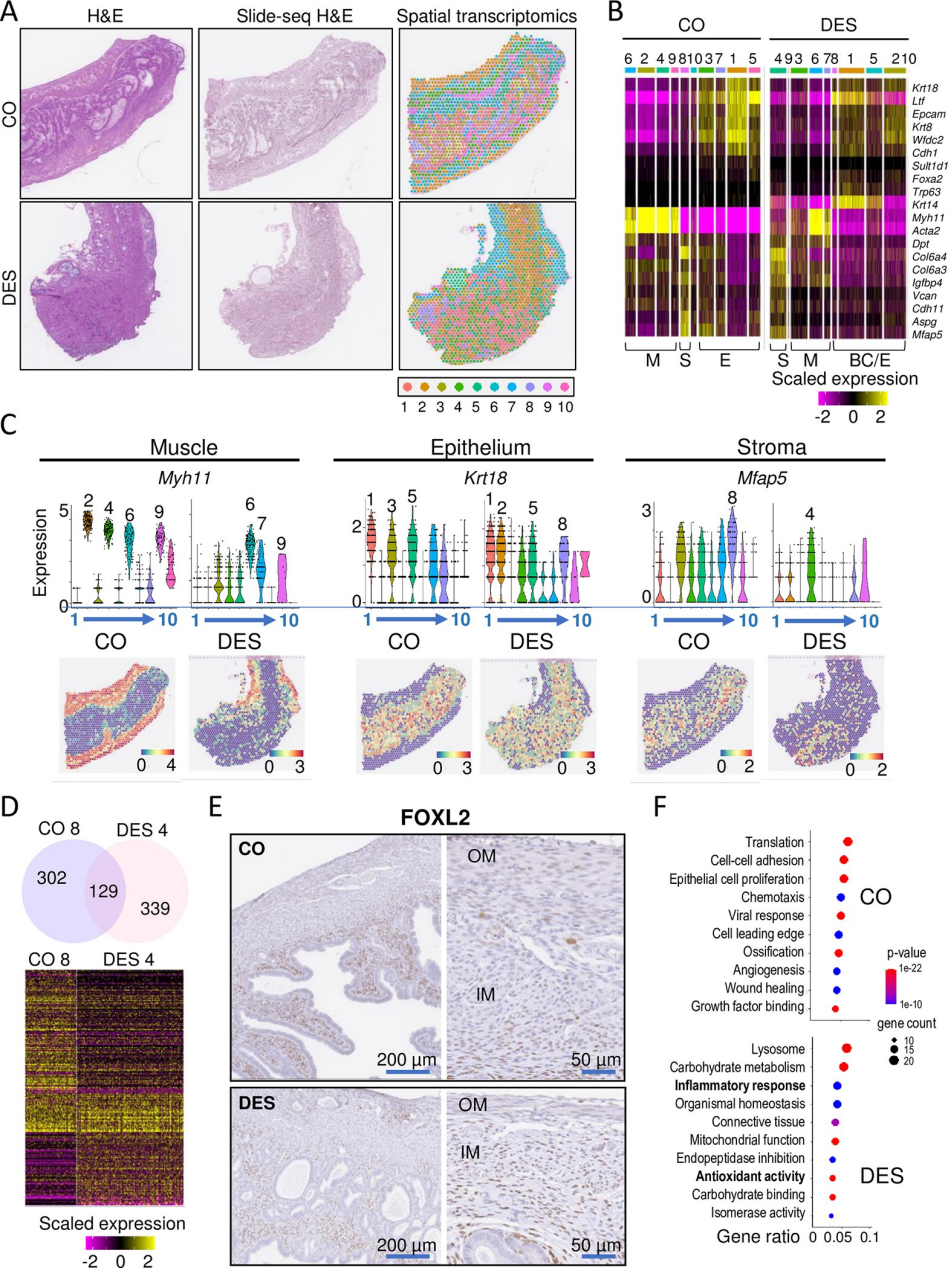
Stromal cell gene expression is altered by DES as evidenced by spatial transcriptomics. (A) Uterine tissue sections from CO A and DES A used for ST. HE stain of tissue section adjacent to ST section (left) and tissue sections used for ST (Slide-seq HE, middle). Cluster identification using Space Ranger-1.2.2, skmeans 10 (10x Genomics) (right); colors represent distinct clusters. (B) Heat map of select uterine tissue cell type markers plotted for CO A (left) and DES A (right). Cell type is indicated below heat maps (M = muscle, S = stroma, E = epithelium, BC = basal cells). Expression values are Pearson Residuals from the SCTransform method. (C) Violin plots and ST section of select markers for CO A and DES A (cluster number indicated below plot). Violin plot expression same as panel B; ST expression = natural log transformed counts. (D) Venn diagram of CO A and DES A stromal cluster specific DEGs (top). Heat map of CO A and DES A stromal cell markers (bottom). Expression same as panel B. (E) Representative FOXL2 IHC in 12-month-old CO- and DES-exposed uteri (*n* = 4–6 mice per group). CO (top) and DES (bottom); right panels are higher magnification. OM, outer muscle; IM, inner muscle. (F) Top 10 non-overlapped GO categories for CO (top) and DES (bottom). Gene ratio (#genes in GO category/#DEGs), *p*-value, and gene count indicated. The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156. CO, control; DEG, differentially expressed gene; DES, diethylstilbestrol; GO, Gene Ontology; HE, hematoxylin & eosin; IHC, immunohistochemistry; ST, spatial transcriptomics.

Spot clusters were distinguished in all tissue sections using Space Ranger-1.2.2, skmeans 10 (10x Genomics) (Figs 2A and S2A and S2B–S2E Table). Cluster cell type identification was made using published markers (Figs 2B and S2B) [22,23,25,34,35]. CO A sections had clusters identifiable as regions of muscle, stroma, and epithelium (Fig 2A and 2B). Glandular epithelium was present in CO A cluster 5 based on having high expression of *Foxa2* and *Sult1d1*. 

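CO A cluster 5 held 140 spots. Its Foxa2 level (chromosome 2, 148042877 to 148046969) was 23.4 CPM (15.3 to 34.3), from 26 UMIs that made up 46.4% of the section's Foxa2 UMIs. Sult1d1 (chromosome 5, 87554645 to 87569027) stood at 36.0 CPM (25.7 to 49.1) in the same spots. CO A cluster 7 stood at 22.1 CPM for Foxa2, with an interval of 9.55 to 43.6 that overlaps that of cluster 5, and at 22.1 CPM for Sult1d1. The genes leading cluster 5 over the rest of the section were Scgb3a1, Fabp5, Cxcl5, Lpo and Gpx2.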

CO A cluster 10 could not be characterized as one specific cell type and likely represented a mixture of epithelial and stromal cells in close proximity. CO B sections also had identifiable regions of muscle, epithelium, and stroma, with the most clearly identified stroma in cluster 6 (S2A and S2B Fig). 

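CO B cluster 6 held 188 spots, or 10.3% of the section, with 922552 UMIs and a median of 4523.5 UMIs per spot. Its leading genes over the rest of CO B were Aspg, Igha, Igkc and Mmp11. Dpt stood at 369 CPM in these spots (1.78 times the other spots) and Foxl2 at 23.8 CPM (2.71 times). Vcan stood at 13.0 CPM (6.72 to 22.7), 0.967 times the other spots, and Col6a3 at 469 CPM, 0.673 times. In CO A cluster 8, with 101 spots and 558480 UMIs (median 5510 per spot), the same genes were all higher than in the section's other spots. There Vcan stood at 71.6 CPM (4.07 times the other spots), Dpt at 317 CPM (2.28 times), Col6a3 at 1733 CPM (1.62 times) and Foxl2 at 64.5 CPM (5.17 times).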

The DES A clusters had regions of muscle, stroma, and regions representing a mixture of epithelial and basal cells (Fig 2A and 2B). DES B clusters had similar identities (S2A and S2B Fig). Cell type identification was confirmed using violin plots of a highly expressed marker for each cell type and/or spatial expression plots showing their histologic locations (Figs 2C and S2C). 

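DES A cluster 4 held 211 spots (13.4% of the section) and 1015381 UMIs, with a median of 4360 UMIs per spot. Its leading genes were Ighg2c, Mfap4, Prg2, Ccl11, Mfap5 and Col1a1. Vcan stood at 69.9 CPM there (4.76 times the section's other spots), Dpt at 247 CPM (2.65 times), Col6a3 at 1194 CPM (3.09 times) and Foxl2 at 32.5 CPM (3.42 times). DES B cluster 5 held 132 spots (9.73%) and 346412 UMIs. Its median of 2216 UMIs per spot compares with 6044 in the section's other spots. Its leading genes were the immunoglobulin genes Ighg2c, Ighg1 and Ighm. Vcan stood at 14.4 CPM (1.97 times the other spots), Dpt at 248 CPM (2.96 times), Col6a3 at 808 CPM (2.93 times) and Foxl2 at 37.5 CPM (3.51 times). In this cluster the muscle marker score (0.681) was above the stromal score (0.434), while the stromal score was the higher in the stromal clusters of the other 3 sections. When spots were instead ranked by stromal minus muscle and epithelial markers, the top 15% included 88.1% of the stromal spots in CO A, 76.6% in CO B, 49.8% in DES A and 27.3% in DES B. By that score the highest cluster was the paper's in CO A, CO B and DES A, and in DES B it was cluster 9, led by Cfd and Car3.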

Stromal cells were identified clearly in DES A cluster 4 and DES B cluster 5.

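Summed UMIs of the stromal spots (CO A cluster 8, CO B cluster 6, DES A cluster 4 and DES B cluster 5) were compared between the 2 DES and 2 CO sections. Of 8914 genes tested, 131 passed at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 71 higher and 60 lower in DES. The count moved most, to 714, when no filter on low counts was used. Without DES replicate A it was 40. Among these genes Olfm4 (chromosome 14, 79984081 to 80023139) had the largest rise, with a log2 fold change of 11.29 (SE 0.89, adjusted p = 0.0102 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No Olfm4 UMI was counted in the CO stromal spots, so no CO level was measured and the size and rank of this rise are not exact. The Olfm4 level was 621 CPM in DES A and 268 CPM in DES B. Muc5b (adjusted p = 0.0210), Ighg2c (0.0392), Fat2 (0.0330) and Nccrp1 (0.0275) had the next largest rises by the same edgeR test, with log2 fold changes of 9.18, 8.40, 7.80 and 7.72. The largest fall among them was that of Kap, with a log2 fold change of -8.11 (adjusted p = 0.0198, edgeR), from 201 and 1041 CPM in the CO sections to 1.97 and 2.89 CPM in the DES sections. Gzmb (-7.56), Rsad2 (-7.34), RP23-296D10.4 (-7.10) and Aox3 (-5.62) followed, with edgeR adjusted p of 0.0337, 0.0367, 0.0378 and 0.0367. Of the 71 genes higher in DES, 42 were lower in the stromal than in the other spots of both DES sections. In both, 22 were higher in the stromal spots. A spot mixes cell types, so these rises may come from epithelial cells in or beside the stromal spots.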

To explore gene expression differences between CO and DES stromal cells, we overlapped the 431 DEGs in CO A cluster 8 (S2B Table) with 468 DEGs in DES A cluster 4 (S2C Table). Only about 30% of the DEGs were in common, including stromal cell markers *Vcan*, *Dpt*, and *Col6a3* (Fig 2D and S3A–S3C Table). 

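Stromal spots were compared with the other spots of the same sections, with the section as the unit. The authors formed the spot clusters on these same counts and named them by marker genes. The p-values for stromal over other spots are therefore likely too small, and for the markers they describe the clusters rather than test them. Of 13542 genes tested, 1621 differed in the CO sections (876 higher and 745 lower in stroma) and 1736 in the DES sections (970 higher and 766 lower), at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The CO count moved most under a change of test, to 686 with DESeq2, and the DES count to 864. Without CO replicate B the CO count was 670, and without DES replicate B the DES count was 905. Enrichment itself differed between DES and CO for 456 genes, 350 with higher and 106 with lower enrichment in DES. With DESeq2 it differed for 202 genes, of which 201 were among the 456. The log2 enrichment of Dpt was 0.95 in CO (adjusted p = 4.42e-04) and 1.56 in DES (8.34e-07), both by edgeR, and the difference of 0.61 did not pass (adjusted p = 0.310 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vcan was enriched by 1.15 in CO (SE 0.37, adjusted p = 0.0371) and by 2.02 in DES (4.20e-04, edgeR), but without CO replicate A its CO value was -0.10. The difference for Vcan, 0.87, did not pass (adjusted p = 0.572, edgeR). Col6a3 went opposite ways in the CO sections, with a log2 ratio of 0.69 in CO A and -0.57 in CO B, and did not pass over both (log2 0.02, adjusted p = 0.976, edgeR). It was enriched by 1.68 in DES (6.81e-07). Its difference of 1.66 (SE 0.29) passed, with an adjusted p of 2.66e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.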

Interestingly, the well-characterized stromal cell marker, *Foxl2* [35], was a DEG in CO A but not DES A stromal cell clusters. 

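Foxl2 (chromosome 9, 98955288 to 98958543) was enriched in the stromal spots of both groups. The log2 enrichment was 1.89 in the CO sections (SE 0.32, adjusted p = 8.87e-05) and 1.87 in the DES sections (SE 0.36, adjusted p = 3.45e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The enrichment differed between DES and CO by -0.03 (SE 0.47), with an adjusted p of 0.996 by the same edgeR test. Within the stromal spots, Foxl2 was lower in DES than in CO by a log2 fold change of -0.36 (SE 0.51), which did not pass (adjusted p = 0.854, edgeR). The interval of its level was 45.1 to 89.2 CPM in CO A. The levels of both DES sections lay below that of CO A and above that of CO B. The other spots include epithelium, and no Foxl2 UMI was counted in non-basal DES epithelial cells. Enrichment can thus arise without a difference between stroma and muscle, which were not compared.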

A comparison of stromal cell clusters for CO B (cluster 6) and DES B (cluster 5) revealed even less overlap, with only 14% of the DEGs in common (S3H–S3J Table). 

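Stromal enrichment of 7253 genes, computed in each section as stromal over other spots, correlated at 0.669 between CO A and CO B and at 0.696 between DES A and DES B. Between a CO and a DES section the correlation was 0.248 to 0.417. These are correlations across genes, which are not independent replicates. The paper's gene lists for single sections share 201 genes between CO A and CO B (46.6% of the CO A list) and 120 between DES A and DES B (25.6% of the DES A list). They share 117 genes between CO B and DES A, and 82 between CO A and DES B. They share 129 genes between CO A and DES A, and 61 between CO B and DES B (9.68% of the DES B list). The genes shared by sections of the same letter include some that go opposite ways. Of the shared genes that the paper lists as raised in CO, 73 of 106 had a stromal ratio above 1 in DES A and 22 of 31 in DES B, and of those listed as lowered, 14 of 23 had one below 1 in DES A and 8 of 30 in DES B. Of the 243 raised genes on the CO A list and not on the DES A list, 91.4% had a stromal ratio above 1 in CO B, 79.0% in DES A and 74.5% in DES B. Of the 200 raised genes on the DES A list and not on the CO A list, 79.5% had one in DES B, 73.5% in CO A and 73.0% in CO B. Lowered genes were compared in the same way, by a ratio below 1. For the 59 listed for CO A and not DES A, 71.2% had one in DES A and 59.3% in DES B. For the 139 listed for DES A and not CO A, 92.8% had one in CO A and 89.2% in CO B. For the 117 listed for CO B and not DES B, 53.8% had one in DES A and 23.9% in DES B. For the 529 listed for DES B and not CO B, 82.6% had one in CO A and 84.1% in CO B. The paper bases the likeness of samples of the same treatment on the Gene Ontology categories of its lists, which were not analysed here.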

Immunohistochemical staining of FOXL2 in CO sections revealed strong staining in the inner stroma adjacent to epithelium and weaker staining in the outer stroma and muscle layers (Figs 2E and S2E). In DES uterine sections, FOXL2 staining was similar across stroma and muscle, explaining why *Foxl2* was not a DEG for DES stroma.

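The ribosomal protein genes, which encode the translation machinery, and a list of extracellular matrix genes were tested as sets in the stromal spots of the DES against the CO sections with limma's camera, at its preset correlation of 0.01. Of 76 ribosomal protein genes, 9 were higher in DES, and the median log2 fold change was -0.48. The set passed with an adjusted p of 9.93e-05 over 7 sets (camera with Benjamini-Hochberg adjustment) and did not pass under fry (0.318). None of the 7 sets passed under fry's test of direction with all sections. Without DES replicate A the ribosomal set had an adjusted p of 0.281 by camera and of 0.0185 by fry, so that only fry called it there. Of 50 extracellular matrix genes, 26 were higher in DES, with a median log2 fold change of 0.01. The camera direction for that set was down, and its adjusted p was 0.899. Gene by gene with edgeR, 14 genes of this list passed when adjusted over the list alone and 5 over all genes tested, with Col4a1 (log2 fold change -2.01), Col18a1 (-1.84) and Col4a2 (-1.83) lower and Prelp (3.87) and Tnc (3.61) higher in DES. These 5 were chosen to be named after their values were seen. No ribosomal protein gene passed under either adjustment or with DESeq2, and 13 had an unadjusted p under 0.05. Lists were written from general knowledge of these processes, or from Fig 6E for the Wnt genes, and not from the paper's enrichment results. The paper's categories come from genes that set the stroma apart from the other spots of a section, which is another comparison. No list was tested on that comparison, so these results do not test the paper's categories.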

The most significantly enriched biological processes identified by Gene Ontology (GO) analysis of CO A-specific stromal DEGs included extracellular matrix organization, translation, and regulation of signal transduction (S3D Table). 

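Of 75 genes of oxidative phosphorylation, 40 were higher in the stromal spots of the DES sections than of the CO sections, and the camera adjusted p was 0.870. Of 16 genes of glycolysis, 2 were higher in DES, with a median log2 fold change of -0.24 and a camera adjusted p of 0.189. Only with stromal spots chosen as the top 15% by marker score did the glycolysis set pass, with an adjusted p of 0.00109 by limma's camera. No gene of either list passed with edgeR, adjusted over the list alone or over all genes tested, or with DESeq2. The unadjusted edgeR p was under 0.05 for 7 genes of oxidative phosphorylation and 2 of glycolysis. The paper's categories rest on stroma against other spots within a section, and that comparison was not made for these lists.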

GO analysis of DES A-specific stromal DEGs also identified extracellular matrix organization, but unlike the GO categories for CO DEGs, oxidative phosphorylation and glycolytic process were identified as significantly enriched (S3E Table). The top non-overlapping GO categories revealed substantial differences between CO A and DES A (Fig 2F and S3F and S3G Table). GO analysis of CO B and DES B stromal DEGs resulted in >70% overlap with highly enriched GO categories of the corresponding treatment group (S2D Fig and S3K–S3N Table), providing consistency in spatial transcriptomics results across independent samples. 

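In the stromal spots of the DES against the CO sections, 19 of 35 antioxidant genes were higher in DES, with a median log2 fold change of 0.04 and a mean of -0.01 (limma's camera, adjusted p = 0.985). Of 37 inflammatory genes, 22 were higher in DES, with a median log2 fold change of 0.20 (limma's camera, adjusted p = 0.870). Without DES replicate A, 11 of 36 inflammatory genes were higher and the median was -0.32, and without DES replicate B it was 0.47. Among the antioxidant genes, Gsta4 (log2 fold change 2.10) passed with edgeR when adjusted over the list alone, and none passed over all genes tested, where DESeq2 called 1 and 5 had an unadjusted edgeR p under 0.05. Among the inflammatory genes, 13 had an unadjusted edgeR p under 0.05, and C3 (-3.49) and Il33 (2.92) passed under both adjustments. These 3 genes were chosen to be named after their values were seen. These lists were tested for DES against CO only. The paper's categories rest on stroma against other spots within a section, so they were not tested here.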

Relevant to cancer development, both DES A and B stromal cells were particularly enriched in categories related to antioxidant activity and inflammatory responses.

### DES epithelial cells lack luminal or glandular identity

To determine how epithelial cell types differed between CO and DES samples, we restricted our scRNAseq analysis to include only cells differentially expressing the epithelial cell marker *Krt18*. 

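The authors' integrated clustering placed the epithelial cells of both libraries in 21 clusters. In 19 of them more than 95% of the cells came from 1 library, and these clusters held 94.8% of the cells. Only 3 clusters held at least 10 cells of each library. Cluster 7 held 12 CO and 407 DES cells, cluster 9 held 45 CO and 297 DES cells (86.8% DES), and cluster 18 held 24 CO and 43 DES cells (64.2% DES).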

Integrated UMAP analysis identified 4 distinct cluster regions with almost no overlap between CO and DES cells (Fig 3A). To determine which cell types were present in each cluster, marker genes for each cluster were determined by Seurat+MAST (S3A Fig and S4 Table). Two DES-specific clusters (8 and 11) separate from the main grouping of DES cells differentially expressed 2 basal cell markers (*Krt14* and *Trp63*) and *Six1*, which is mainly expressed in basal cells (Fig 3A and S4 Table) [25]. 

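Integrated cluster 8 held 351 cells and cluster 11 held 257 cells, and 472 of these 608 cells (77.6%) had more than 1 UMI of both Krt14 and Trp63. Krt14 stood at 3858 CPM in cluster 8 and 3047 CPM in cluster 11, with thinned shares of 99.4% and 98.8%. In DES mesothelial cells 2.86% of thinned cells held a Krt14 UMI. Trp63 stood at 203 CPM (192 to 214) in cluster 8 and 302 CPM (285 to 320) in cluster 11, with thinned shares of 44.0% and 59.6% against 0.159% of DES mesothelial cells. The median depth was 17129 UMIs in cluster 8 and 11086 in cluster 11. Krt18 was present in both, at 415 CPM in cluster 8 and 419.9 CPM in cluster 11.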

Dual feature plots confirmed the identity of these 2 DES clusters as basal cells based on their high, overlapping expression of *Krt14* and *Trp63* (Fig 3A). As expected, CO epithelial cell clusters lacked the basal cell markers.

**Fig 3:**
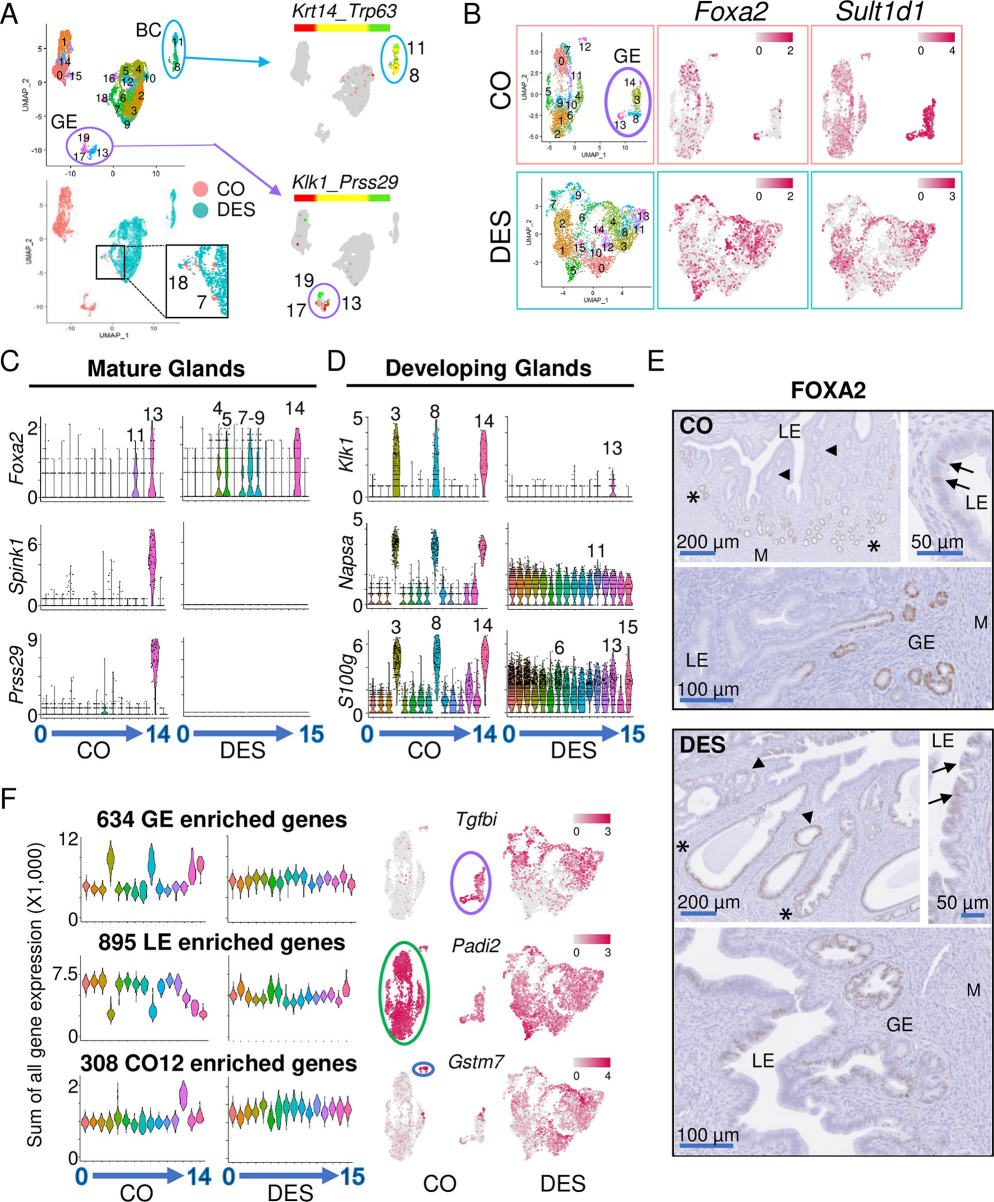
Epithelial cells from DES-exposed mice lack subtype identity. (A) UMAP of integrated epithelial cells from CO and DES scRNA-seq samples (top left); cluster numbers indicated. Epithelial cells identified as either CO or DES on the integrated UMAP (bottom left). Overlapping CO and DES cells found in only 1 region (clusters 7 and 18, magnified area indicated). Dual feature plots (right) for BC markers (*Krt14* and *Trp63*) and GE markers (*Klk1* and *Prss29*). (B) UMAPs of non-integrated CO and DES epithelial cells. GE clusters outlined in purple. Feature plots of *Foxa2* and *Sult1d1* for CO (top) and DES (bottom). (C) Violin plots of mature GE markers for CO and DES; cluster numbers on x-axes. Expression levels indicated on y-axes as natural log transformed counts. High expression cluster numbers indicated. (D) Violin plots of developing GE markers for CO and DES; cluster numbers on x-axes. Expression levels indicated on y-axes as natural log transformed counts. High expression cluster numbers indicated. (E) Representative FOXA2 IHC in CO (top) and DES (bottom) (*n* = 4–6 mice per group). LE, luminal epithelium; GE, glandular epithelium; M, myometrium; asterisks, outer GE; arrowheads, inner GE; arrows, LE FOXA2 expression. (F) Violin plots of summed expression (SCTransform counts X 1,000) of GE, LE, and CO cluster 12 (CO12) specific DEGs for CO and DES epithelial cell clusters. Cluster numbers on x-axes. Feature plots of a representative gene from each category (right). Expression levels are indicated on all feature plots. The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156. BC, basal cell; CO, control; DEG, differentially expressed gene; DES, diethylstilbestrol; GE, glandular epithelium; IHC, immunohistochemistry; LE, luminal epithelium; scRNAseq, single-cell RNA sequencing; UMAP, uniform manifold approximation and projection.

A group of 3 CO-specific clusters (13, 17, and 19) were separate from the largest grouping of CO cells (Figs 3A and S3A). These clusters differentially expressed several uterine gland-specific genes, including *Prss29*, *Spink1*, *Sult1d1*, *Napsa*, *Gpx3*, and *Klk1*, indicating that they represented glandular epithelium (GE) (S3A Fig and S4 Table) [17,36]. Of these markers, *Prss29* and *Spink1* are highly expressed in mature GE, whereas *Napsa* and *Klk1* are expressed in developing GE. Dual feature plots of *Klk1* and *Prss29* showed non-overlapping expression in these clusters with *Klk1* expressed in clusters 13 and 17 and *Prss29* expression in cluster 19, suggesting clusters 13 and 17 were developing GE and cluster 19 was mature GE (Fig 3A). 

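Klk1 (chromosome 7, 44225360 to 44229618) stood at 534 CPM (515 to 554) in integrated cluster 13 and 517 CPM in cluster 17, against 4.60 CPM (1.25 to 11.8) in cluster 19. Prss29 (chromosome 17, 25318654 to 25322684) stood at 52111 CPM in cluster 19, against 100 CPM (92.1 to 109) in cluster 13 and 65.6 CPM in cluster 17. The thinned share of cells with a Klk1 UMI was 50.0% in cluster 13, 45.5% in cluster 17 and 5.00% in cluster 19. That of Prss29 was 6.31%, 6.72% and 90.0% in the same order. CO stromal cells, which should lack both genes, held a Klk1 UMI in 1.53% and a Prss29 UMI in 6.52% of thinned cells, at a median of 8726.5 UMIs. Free RNA weighs more in such shallow cells, so it was not decided how much of the Prss29 in clusters 13 and 17 it makes up. The median depth was 18912.5 UMIs in cluster 13, 16164 in cluster 17 and 12061.5 in cluster 19. Over the 415 thinned cells of the CO GE clusters, 174 held Klk1, 78 held Prss29 and 8 held both, where 32.7 would hold both if the genes were independent.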

The large grouping of CO epithelial cell clusters (0, 1, 14, 15) were presumed luminal epithelium (LE) cells as they comprised the largest number of epithelial cells in the mouse uterus (Fig 3A). The large grouping of DES epithelial cells did not overlap with either the presumed CO LE cells or the CO GE though there were a few CO cells clustered with this DES group (Figs 3A and S3A and S4 Table).

The lack of overlap in UMAP locations of the CO and DES epithelial cells indicated that these populations were quite different in their gene expression and precluded further joint analysis of subclusters. Instead, we used a non-integrated approach to identify subclusters in CO and DES epithelial cells independently. We first removed the basal cells from the DES epithelial cells based on their expression of both *Krt14*>1 count and *Trp63*>1 count and then performed a separate UMAP analysis of the remaining epithelial cells in each group. This analysis identified 15 CO clusters and 16 DES clusters (Fig 3B and S5A and S5B Table). The CO clusters contained 2,629 cells with 3 distinct groups of cells: a small single cluster 12; a group containing clusters 14, 3, 8, and 13; and a large group containing all other clusters. The DES epithelial clusters contained 4,610 cells that were not clearly separated into groups, indicating that they had less differential gene expression between clusters. Feature plots of the mature GE marker, *Foxa2*, showed strong expression in CO cluster 13, whereas the general GE marker, *Sult1d1*, was strongly expressed in CO clusters 3, 8, 13, and 14, indicating that this group of 4 CO clusters was the GE cells (Fig 3B). 

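In the CO clusters, Foxa2 was highest in cluster 13 (62 cells, median 12201 UMIs), at 82.0 CPM (64.3 to 103), against a median of 5.07 CPM over the CO clusters. It was found in 10.0% of the thinned cells of cluster 13 and in 0.0744% of thinned CO mesothelial cells (median 10436 UMIs). Sult1d1 stood at 727 CPM in cluster 3, 869.5 CPM in cluster 8, 847 CPM in cluster 13 and 618 CPM in cluster 14, against 82.9 CPM in the next highest cluster, cluster 11. The thinned shares with a Sult1d1 UMI were 82.8%, 88.6%, 88.3% and 78.6% in clusters 3, 8, 13 and 14.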

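Over the 16 DES clusters, Foxa2 ranged from 5.86 CPM in cluster 1 to 68.9 CPM (58.8 to 80.2) in cluster 14, with a median of 12.2 CPM. Clusters 8, 5, 4 and 9 followed cluster 14, at 49.9, 37.2, 25.6 and 24.2 CPM. The thinned share with a Foxa2 UMI was 22.4% in cluster 14 and 11.9% in cluster 8, against 0.212% in DES mesothelial cells. Sult1d1 ranged from 0.825 CPM in cluster 14 to 62.7 CPM in cluster 11, with a median of 12.0 CPM, so the DES cluster highest in Foxa2 was the lowest in Sult1d1.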

In the DES cells, feature plots of *Foxa2* and *Sult1d1* showed enriched expression of both in multiple clusters but no distinctly identifiable GE clusters (Fig 3B).

To further confirm the identity of the putative CO GE clusters and to identify GE in DES clusters, violin plots were generated for genes expressed in mature GE cells including *Foxa2*, *Spink1*, and *Prss29* [36] (Fig 3C). 

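Spink1 (chromosome 18, 43728082 to 43737557) stood at 17834 CPM in CO cluster 13, and the next highest CO cluster, cluster 8, stood at 121 CPM. Prss29 stood at 51277 CPM in CO cluster 13 and at 207 CPM in the next highest, cluster 7.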

CO cluster 13 highly expressed all 3 markers, indicating that this cluster contained the mature GE cells. 

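CO cluster 11 held 97 cells with a median of 34009 UMIs. Its Foxa2 level was 21.8 CPM (17.3 to 27.0), and 8.25% of its thinned cells held a Foxa2 UMI. Spink1 stood at 4.52 CPM (2.63 to 7.23) and Prss29 at 6.91 CPM (4.51 to 10.1) in that cluster. After thinning, 1.03% of its cells held a Spink1 UMI and 3.09% a Prss29 UMI.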

*Foxa2* was also expressed in CO cluster 11 within the putative LE cell grouping; this cluster lacked expression of *Spink1* and *Prss29*, indicating that these cells were not mature GE. 

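No UMI of Spink1 or Prss29 was counted in any DES epithelial cell. For Prss29, 47446 UMIs were counted among 78801159 UMIs of CO epithelial cells, so that the non-basal DES epithelial cells, with 164049137 UMIs, were at least 32924-fold lower when 3 UMIs were taken as the floor. For Spink1, with 17079 UMIs in CO, they were at least 11852-fold lower.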

In the DES cells, *Foxa2* was highly expressed in multiple DES clusters but there was no corresponding expression of *Spink1* or *Prss29*, indicating that none of these clusters were mature GE. The close proximity of CO clusters 3, 8, and 14 to the *Foxa2*+ mature GE CO cluster 13 suggested that these clusters might represent GE in an earlier stage of differentiation. To test this idea, we generated violin plots of developing GE markers [17] (Fig 3D). High expression of *Klk1* and *Napsa* in CO clusters 3, 8, and 14, but not 13, confirmed these clusters as developing GE. 

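Klk1 stood at 636 CPM in CO cluster 14, 529.6 CPM in cluster 3 and 496 CPM in cluster 8, against 5.6 CPM in cluster 13 and a median of 4.71 CPM over the CO clusters. Napsa (chromosome 7, 44572380 to 44586862) stood at 2466 CPM in cluster 8, 2347 CPM in cluster 3 and 1681 CPM in cluster 14. In cluster 13 it stood at 66.3 CPM, above its median of 27.3 CPM.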

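S100g, Prap1, Wnt7b and Hif1a were compared over the CO clusters. S100g stood at 10263 CPM in cluster 8, 7162 CPM in cluster 3 and 7109 CPM in cluster 14, against 355 CPM in cluster 13. Prap1 stood at 57405 CPM in cluster 8, 49058 CPM in cluster 3 and 41168 CPM in cluster 14, against 1308 CPM in cluster 13. Wnt7b stood at 119.7 CPM in cluster 3, 83.7 CPM in cluster 14 and 81.0 CPM in cluster 8, against 1.12 CPM in cluster 13. Hif1a varied less, with 244 CPM in cluster 3, 218 CPM in cluster 14 and 216 CPM in cluster 8, against 94.3 CPM in cluster 13 and 142 CPM in cluster 11.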

Several other genes exhibited the same expression pattern, including *S100g*, *Hif1a*, *Prap1*, and *Wnt7b* (Figs 3D and S3B). In the DES clusters, these markers were quite evenly distributed among almost all clusters, precluding identification of developing GE clusters (Figs 3D and S3B).

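In the DES clusters Klk1 was at most 25.2 CPM (20.4 to 30.8), in cluster 13, with a median of 0.729 CPM. Napsa ranged from 46.4 CPM in cluster 5 to 182 CPM in cluster 11. S100g ranged from 78.8 CPM in cluster 14 to 1037 CPM in cluster 15, and Prap1 from 138 CPM in cluster 8 to 8956 CPM in cluster 5. Hif1a ranged from 49.9 CPM in cluster 7 to 108 CPM in cluster 15, and Wnt7b from 6.85 CPM in cluster 8 to 40.7 CPM in cluster 1.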

To confirm the identification of CO clusters as developing and mature GE and LE, we examined FOXA2 localization in uterine sections (Figs 3E and S3C). In CO uteri, FOXA2 was primarily found in GE; however, not all GE expressed FOXA2. FOXA2 staining was highest in the distal GE (farthest away from LE) and was not detected in invaginating GE or GE nearest the LE, consistent with previous findings [37]. Some luminal cells also expressed FOXA2, likely representing CO cluster 11 and supporting the identification of the large grouping of CO clusters as LE; sporadic LE expression of FOXA2 has been described previously (Figs 3C, 3E and S3C) [37]. In DES uteri, FOXA2 was sporadically expressed in GE with no distinct pattern with respect to proximity to LE and was expressed in some areas of invaginating epithelium. There were many more FOXA2+ LE cells compared to the number in CO uteri. These findings indicated that some *Foxa2*+ DES clusters were GE but that they did not exhibit the normal GE gene expression patterns observed in controls.

Our identification of the CO GE cells strongly suggested that the remaining CO clusters found in the largest group were LE cells. To identify genes that were relatively specific to these CO putative LE clusters with low or no expression in GE, we selected DEGs expressed in at least 75% of cells in the LE clusters and no more than 15% of cells in the GE clusters; CO cluster 12 DEGs were omitted due to its independent clustering. This analysis resulted in 8 genes that were relatively LE-specific: *Ifi203*, *Pla2g2e*, *Itgam*, *Cdc42ep2*, *Lrrc26*, *Lrmp*, *Cyp21a1*, and *Adgrg7*. Dot plots of these 8 genes showed robust expression in CO LE clusters, reduced expression in all 4 of the CO GE clusters and variable expression in CO cluster 12 (S3D Fig). 

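The 8 genes were each higher in every CO LE cluster than in any CO GE cluster. Ifi203 stood at 48.5 to 278 CPM in the LE clusters and 3.37 to 12.7 CPM in the GE clusters. Pla2g2e stood at 63.8 to 286 and 4.4 to 13.5 CPM, and Itgam at 60.8 to 204 and 5.9 to 7.2 CPM. Cdc42ep2 stood at 51.3 to 107 and 5.5 to 9.4 CPM, and Lrrc26 at 51.1 to 114 and 7.0 to 11.9 CPM. Lrmp stood at 76.3 to 119 and 5.3 to 7.9 CPM, Cyp21a1 at 68.8 to 136 and 5.5 to 10.1 CPM, and Adgrg7 at 54.5 to 87.4 and 3.3 to 6.9 CPM. In CO cluster 12, Cyp21a1 stood at 114 CPM and Lrrc26 at 50.9 CPM, and the other 6 genes stood between 7.4 CPM (Ifi203) and 27.2 CPM (Pla2g2e).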

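Ifi203, Pla2g2e, Itgam, Cdc42ep2, Lrrc26, Lrmp, Cyp21a1 and Adgrg7 were highest in different DES clusters. Ifi203 (60.3 CPM) and Pla2g2e (181 CPM) were highest in DES cluster 15. Itgam (164 CPM), Lrrc26 (196 CPM) and Lrmp (111 CPM) were highest in cluster 5, Cyp21a1 (58.1 CPM) and Adgrg7 (28.7 CPM) in cluster 1, and Cdc42ep2 (43.1 CPM) in cluster 0. The lowest values were 2.51 CPM of Ifi203 in cluster 8, 30.1 CPM of Pla2g2e in cluster 14, 0.327 CPM of Lrmp in cluster 11 and 2.06 CPM of Cyp21a1 in cluster 14.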

The DES clusters exhibited a high degree of variability in expression of these 8 genes, with no clusters enriched in more than 4 of the genes, precluding identification of DES LE clusters. Feature plots of both integrated and non-integrated UMAPs of a representative LE gene, *Adgrg7*, confirmed robust specific expression of this gene in CO LE cells but evenly dispersed expression across most DES cells (S3D Fig).

We next took a global approach to distinguish LE and GE-specific gene expression in the DES clusters. The CO clusters were merged into 3 groups: (1) CO GE clusters (3, 8, 13, and 14); (2) CO LE clusters (0, 1, 2, 4, 5, 6, 7, 9, 10, and 11); and (3) CO cluster 12. Genes that were increased 1.2-fold in 1 group over both other groups with padj<0.01 were considered “specific” to that group (S6A–S6C Table). This procedure identified 634 GE-specific genes, 895 LE-specific genes, and 308 CO cluster 12-specific genes. 

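The share of a cluster's UMIs in the paper's lists of GE genes (634 genes), LE genes (894 of 895 found) and genes of CO cluster 12 (307 of 308 found) was computed for each CO cluster. The GE list held 37.8% of UMIs in cluster 3, 36.2% in cluster 8, 34.2% in cluster 14 and 32.9% in cluster 13, against 16.4% to 20.5% in the other CO clusters. The LE list held 26.7% to 29.2% in the LE clusters, 11.7% to 13.4% in the GE clusters and 20.2% in cluster 12. The list of cluster 12 held 7.39% in cluster 12 and 3.88% to 4.82% in the others. The ratio of the highest to the lowest CO cluster was 2.31 for the GE list, 2.49 for the LE list and 1.91 for the list of cluster 12. With clusters rebuilt from the counts at Leiden resolution 0.5, the ratio for the GE list was 2.04, its largest move. The lists were chosen on these CO cells, so their separation in CO follows in part from their choice.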

Violin plots of the sum of the gene expression in each category (GE, LE, or CO12) observed in each individual CO cluster showed robust differential gene expression and easily identifiable patterns (Fig 3F). In DES clusters, this cell type-specific gene expression was not observed in summary violin plots of the cell type-specific genes or the top 5 DEGs in each cell type category (Figs 3C, 3D, 3F and S3E). 

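In the DES clusters the GE list held 19.6% to 24.5% of UMIs, with a median of 21.9%. The LE list held 16.9% to 23.6% and the list of CO cluster 12 held 4.62% to 5.99%. The ratio of the highest to the lowest DES cluster was 1.25 for the GE list, 1.40 for the LE list and 1.30 for the list of CO cluster 12. Cells that are not epithelial held similar shares. The GE list held 19.3% of UMIs in CO lymphocytes, 18.9% in CO mesothelial cells and 21.6% in CO stromal cells. In the DES library it held 22.4% in lymphocytes and 19.4% in mesothelial cells. From these patterns the paper concludes that DES epithelial cells lack gene expression specific to a cell type.

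**Figure D1:**
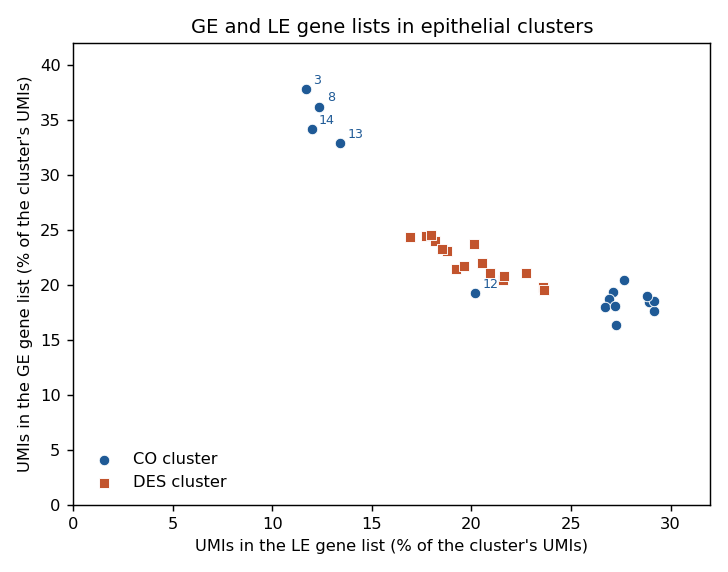
Each point is an epithelial cluster of the CO (circles) or DES (squares) library, placed by the percent of its UMIs in the LE gene list (horizontal axis) and in the GE gene list (vertical axis). The CO clusters form 2 groups with cluster 12 between them on the horizontal axis, and the DES clusters lie between these groups.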

Feature plots of an example gene specific to each category confirmed the cell type-specific patterns in CO clusters; however, no specificity was observed in DES clusters (Fig 3F). These data demonstrate that DES epithelial cells lack cell type-specific gene expression.

### Differentiation trajectory of glandular epithelium in controls

The separation of CO GE into 4 clusters along with markers of mature GE in 1 cluster and developing GE markers in the other 3 suggested the GE clusters were at different stages of differentiation. To explore this idea further, we re-clustered only the 4 CO GE cell clusters followed by a Slingshot analysis [38] (Fig 4A). Ten resulting Slingshot clusters had 1,205 up-regulated DEGs that represented only 1 trajectory pattern (Fig 4A and S7A Table). 

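Foxm1 (chromosome 6, 128362967 to 128376146) stood at 26.1 CPM (17.5 to 37.6) in Slingshot cluster 6, which held 34 cells, and at no more than 5.58 CPM in any of the others. Top2a (chromosome 11, 98992943 to 99024189) stood at 321 CPM (289 to 356) in cluster 6, 83.1 CPM in cluster 7, 22.1 CPM in cluster 3 and no more than 14.8 CPM elsewhere.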

The starting point was selected using PC markers *Foxm1* and *Top2a* that were found in Slingshot cluster 6. Developing GE markers *Klk1* and *Napsa* were observed in Slingshot clusters 0, 1, and 2, and mature GE markers *Foxa2*, *Spink1*, and *Prss29* in Slingshot clusters 5 and 7 [17,36,39,40]. These markers confirmed the trajectory pattern and the direction of developmental gene expression.

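Klk1 was highest in Slingshot cluster 2, at 1147 CPM (1082 to 1215), and stood at 727 CPM in cluster 0 and 311 CPM in cluster 1. It also stood at 555 CPM in cluster 6 and 473 CPM in cluster 3, against 41.4 CPM in cluster 5 and 1.54 CPM in cluster 7. Napsa was highest in cluster 8, at 3397 CPM, and stood at 2962 CPM in cluster 0, 2712 CPM in cluster 1 and 2651 CPM in cluster 2, against 29.3 CPM in cluster 7. Foxa2 stood at 105 CPM (81.3 to 133) in cluster 7. In cluster 5 it stood at 17.8 CPM (6.52 to 38.6), which overlaps the 12.0 CPM (6.21 to 21.0) of cluster 2. Spink1 stood at 20753 CPM in cluster 7 and 7137 CPM in cluster 5, with no more than 131 CPM in any other. Prss29 stood at 59064 CPM and 21622 CPM in the same clusters, with no more than 92.7 CPM elsewhere.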

**Fig 4:**
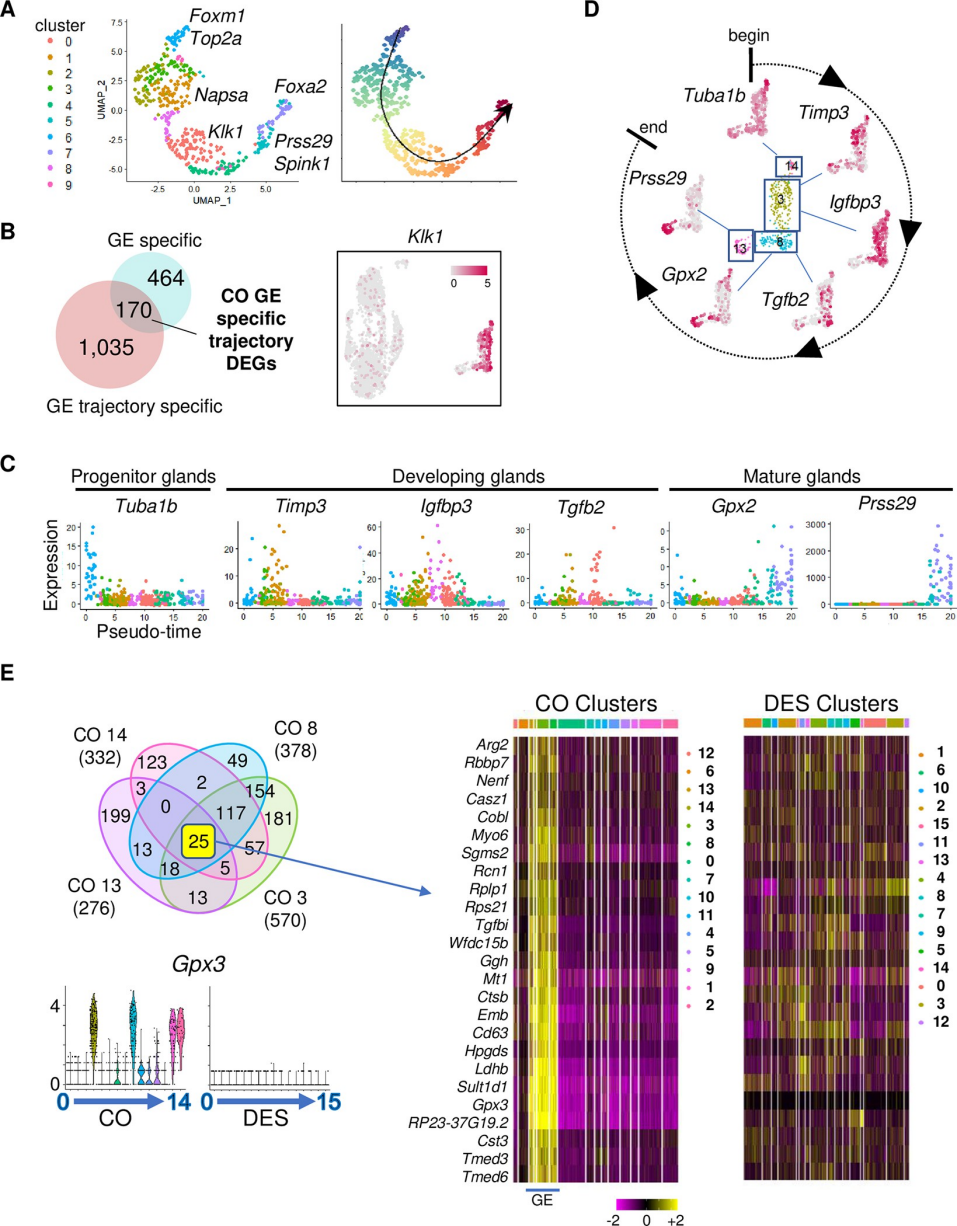
GE differentiation trajectory determined by Slingshot analysis is unidentifiable in neonatal DES-exposed mice. (A) UMAP of Slingshot analysis of CO GE cells (left). Cluster numbers designated by color; select genes indicated. Trajectory UMAP indicated by color (beginning, purple; end, red); arrow indicates direction of differentiation. (B) Venn diagram of GE-specific DEGs overlapped with GE trajectory-specific DEGs. Feature plot of representative DEG from overlapped gene list, *Klk1*; expression level is indicated. (C) Pseudo-time plots of select GE trajectory-specific DEGs. Each dot represents 1 cell colored by cluster from panel A. (D) Feature plots of CO GE using select genes from panel C; differentiation direction indicated. (E) Venn diagram of DEGs from CO GE clusters 3, 8, 13, and 14 (top left). Violin plots of *Gpx3*, selected from 25 common DEGs (bottom left). Expression is natural log transformed counts. Hierarchical clustering heat map of 25 common DEGs in CO GE cells; cluster number indicated by color at top. DES clusters plotted using the same DEG order (right). Expression is centered (mean = 0 ± SD of each feature). The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156. CO, control; DEG, differentially expressed gene; DES, diethylstilbestrol; GE, glandular epithelium; SD, standard deviation; UMAP, uniform manifold approximation and projection.

To identify more precisely markers specific to different stages of GE development, we first restricted the Slingshot cluster genes to GE-specific markers by excluding those also found in LE cell clusters, such as *Top2a* and *Foxa2*. Overlapping the 1,205 up-regulated Slingshot cluster genes with 635 GE-specific up-regulated genes resulted in 170 GE-specific genes that contributed to the trajectory of GE cell development (Fig 4B and S7B Table). A feature plot of one of these genes, *Klk1*, demonstrated specificity to the developing GE clusters identified previously (Fig 4B). Pseudotime plots of 6 of the most highly differentially expressed GE-specific genes across the Slingshot clusters demonstrated progression through differentiation (Fig 4C). This progression is summarized in a circle of differentiation time mapped back onto the non-integrated map of CO GE clusters (Fig 4D). These data confirmed that CO GE cluster 14 was the glandular progenitor cell (GPC) population.

*Foxa2* has long been used as a marker of GE; however, our scRNAseq data showed that *Foxa2* was expressed only in mature GE and in a small population of LE cells, findings that were validated at the protein level (Fig 3E). This observation is consistent with previously published localization of FOXA2 in adult uterus but differs from the ubiquitous presence of FOXA2 in the mature uterine glands of pregnant or pseudopregnant mice [41,42]. To find markers that would identify all developmental stages of GE but not LE, we selected the increased DEGs from all the CO GE clusters and overlapped them with each other (Fig 4E). Twenty-five DEGs were GE specific and found in all 4 CO GE clusters; a heat map confirmed their high exclusive expression in these clusters. For comparison, a heat map of the DES clusters for these 25 genes showed only sporadic expression in most clusters. 

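Gpx3 (chromosome 11, 54902453 to 54910377) stood at 1147 CPM in CO cluster 8, 942 CPM in cluster 3, 807 CPM in cluster 13 and 640.2 CPM in cluster 14. The highest value in any other CO cluster was 52.3 CPM, in cluster 11. In the DES clusters Gpx3 was at most 2.34 CPM (1.28 to 3.92), in cluster 8, with a median of 1.01 CPM. Over the non-basal DES epithelial cells 157 Gpx3 UMIs were counted, and the level was 123-fold lower than the 117 CPM of CO epithelial cells (105 to 144). DES mesothelial cells stood at 69.3 CPM, above every DES epithelial cluster.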

Violin plots of one of these genes, *Gpx3*, showed expression restricted to the 4 CO GE clusters but no expression in any of the DES clusters, providing further evidence that DES-exposed mice lack normal GE. These findings provide a panel of markers that can be used for the identification of uterine GE cells at all stages of differentiation.

### Differentiation trajectory of luminal epithelium in controls

The large group of LE cells containing 10 clusters suggested that there were subpopulations of LE cells. Re-clustering the 10 CO LE cell clusters (without the GE clusters) resulted in 13 distinct clusters (Fig 5A and S8A Table). We used feature plots of *Top2a* and *Mki67* to identify cluster 11 as luminal progenitor cells (LPCs) (Fig 5B). Using this cluster as a starting point, a Slingshot analysis identified 7 trajectories that ended on 6 different clusters (Fig 5C). GO analysis of these 6 clusters revealed enrichment for distinct cellular functions including vascular morphogenesis (LE clusters 1 and 12), energy and metabolism (LE cluster 3), viral defense (LE cluster 7), inflammatory response (LE cluster 2), and extracellular matrix (LE cluster 10) (S8B Table). These data suggest that mature LE cells have distinct functions, despite their similar appearance.

**Fig 5:**
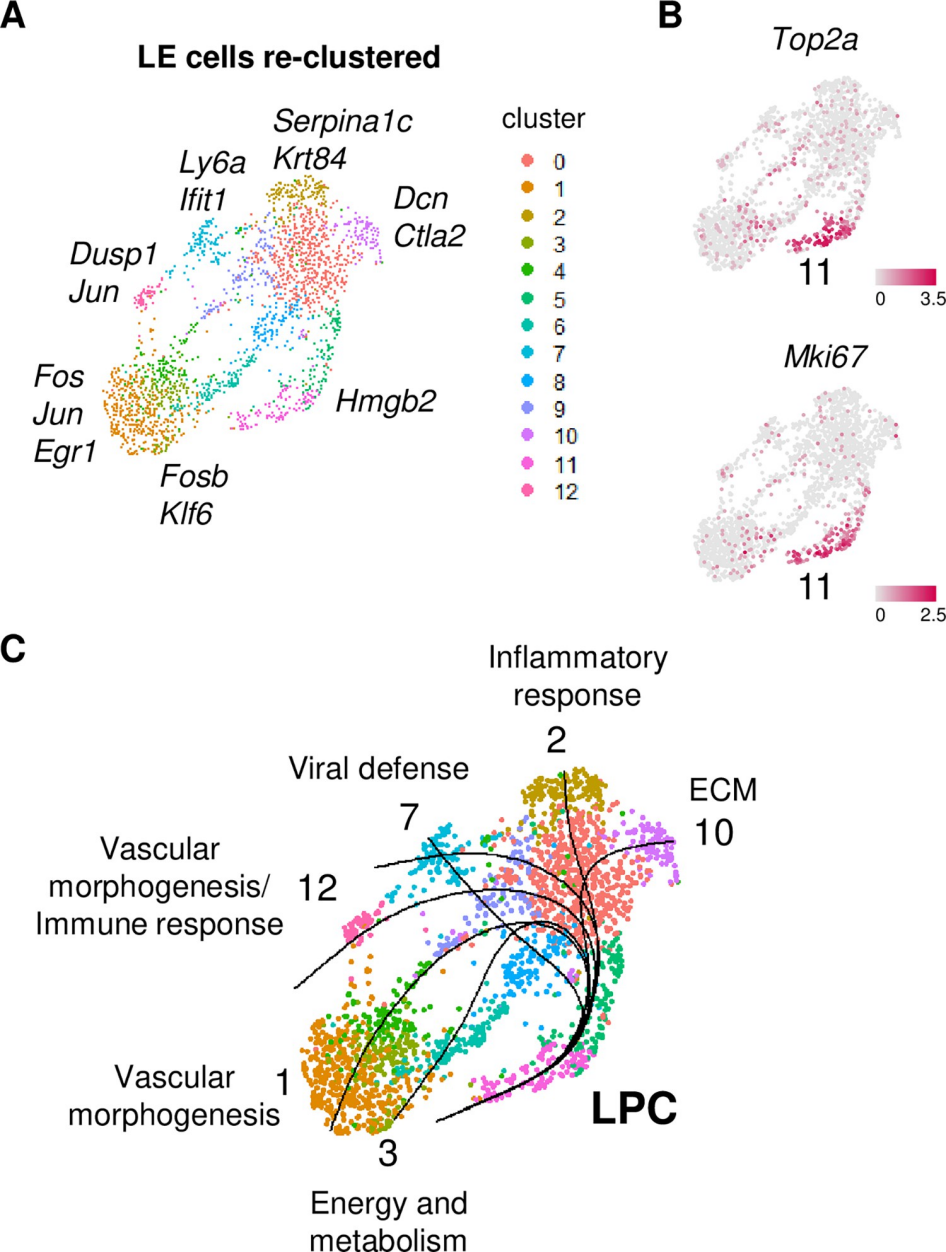
LE differentiation trajectory determined by Slingshot analysis. (A) UMAP of Slingshot analysis of CO LE cells. Cluster numbers designated by color; select highest DEGs in terminal clusters indicated. (B) Feature plots of *Top2a* and *Mki67* in the LE clusters. (C) Trajectory analysis indicating 7 paths of differentiation (black lines) ending on 6 different terminal clusters. The LPC cluster and the predominant highly enriched GO categories in each terminal cluster are indicated. The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156. CO, control; DEG, differentially expressed gene; ECM, extracellular matrix; GO, Gene Ontology; LE, luminal epithelium; LPC, luminal progenitor cell; UMAP, uniform manifold approximation and projection.

### Disruption of uterine epithelial stem/progenitor cells in DES-exposed uteri

To identify EpSCs in CO epithelium clusters, we used markers previously reported as expressed in uterine stem cells (*Aldh1a1*, *Lgr5*, *Axin2*) [17,20,43,44]. Dual feature plots revealed high expression of all 3 markers in CO cluster 12, with some cells expressing combinations of these genes (Fig 6A). 

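CO cluster 12 held 71 cells with a median of 20061 UMIs. Aldh1a1 (chromosome 19, 20492715 to 20643465) stood there at 83.2 CPM (70.3 to 97.8), against a median of 4.71 CPM over the CO clusters, and 19.7% of thinned cells held a UMI. CO lymphocytes (median 4033 UMIs) held one in 2.90%. CO mesothelial cells express Aldh1a1 too, at 76.3 CPM. Lgr5 (chromosome 10, 115450311 to 115587780) stood at 39.6 CPM (30.9 to 50.0), against a median of 0.373 CPM, with a UMI in 12.7% of thinned cells and in 0.223% of CO mesothelial cells. Axin2 (chromosome 11, 108920349 to 108950783) stood at 22.1 CPM (15.7 to 30.2), with a thinned share of 5.63% against 1.29% in CO lymphocytes. Its level in CO cluster 13 was 34.8 CPM (23.7 to 49.4), whose interval overlaps that of cluster 12. All 3 genes were found together in 13 of the 71 cells (18.3%, 10.1 to 29.3) and in 21 of all 2583 CO epithelial cells (0.813%), in unthinned counts.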

*Aldh1a1* and *Axin2* were also expressed in mature GE, while *Lgr5* and to a limited extent *Axin2* were also expressed in developing GE. These observations indicate that these particular markers cannot be used individually to identify stem cells; however, the expression of all 3 in the absence of *Foxa2* appears to identify the EpSC population. Because the uterine EpSC population has a very slow turnover rate [18], we used feature plots to identify clusters with high expression of cell division markers *Top2a* and *Mki67*. Only a few cells in the putative EpSC population had any *Top2a* or *Mki67* expression (Fig 6A). However, both markers were highly expressed in the GPC (CO cluster 14) and in the LPC (CO cluster 4; same cluster as CO cluster 11 in Fig 5B), which almost entirely lacked *Aldh1a1* expression (Fig 6A and S5A Table). 

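In CO cluster 12, Top2a stood at 35.1 CPM (26.9 to 45.0) and Mki67 (chromosome 7, 135689784 to 135716361) at 12.4 CPM (7.80 to 18.8). The thinned shares were 8.45% for Top2a and 5.63% for Mki67. CO mesothelial cells, at a median of 10436 UMIs, held a Top2a UMI in 1.2% and a Mki67 UMI in 0.372% of thinned cells. Both genes were found in 4 of the 71 cells of cluster 12 in the unthinned counts.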

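In CO cluster 14 (28 cells, median 27780 UMIs), Top2a stood at 370.3 CPM (332 to 412) and Mki67 at 116 CPM (94.6 to 140), with thinned shares of 71.4% and 32.1%. In CO cluster 4 (187 cells, median 36456 UMIs), Top2a stood at 224 CPM (213 to 235) and Mki67 at 78.3 CPM (72.0 to 84.9), with thinned shares of 37.3% and 17.8%. Over the CO clusters the medians were 11.5 CPM for Top2a and 4.07 CPM for Mki67. Aldh1a1 stood at 9.92 CPM (4.54 to 18.8) in cluster 14, with a thinned share of 7.14%, and at 8.43 CPM in cluster 4, with a thinned share of 3.78%. Both Top2a and Mki67 were found in 125 of the 187 cells of cluster 4 (66.8%) in the unthinned counts. From its markers and the few cells with proliferation genes, the paper interprets CO cluster 12 as epithelial stem cells.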

An overlap of the 596 GPC up-regulated DEGs with the 502 LPC up-regulated DEGs showed 225 in common, suggesting they are related but distinctly different cell populations (S4A Fig and S9A–S9C Table). We interpret these results to indicate that CO cluster 12 consists of EpSC and the genes identified in S6C Table are candidates for EpSC-specific markers (Fig 3F).

**Fig 6:**
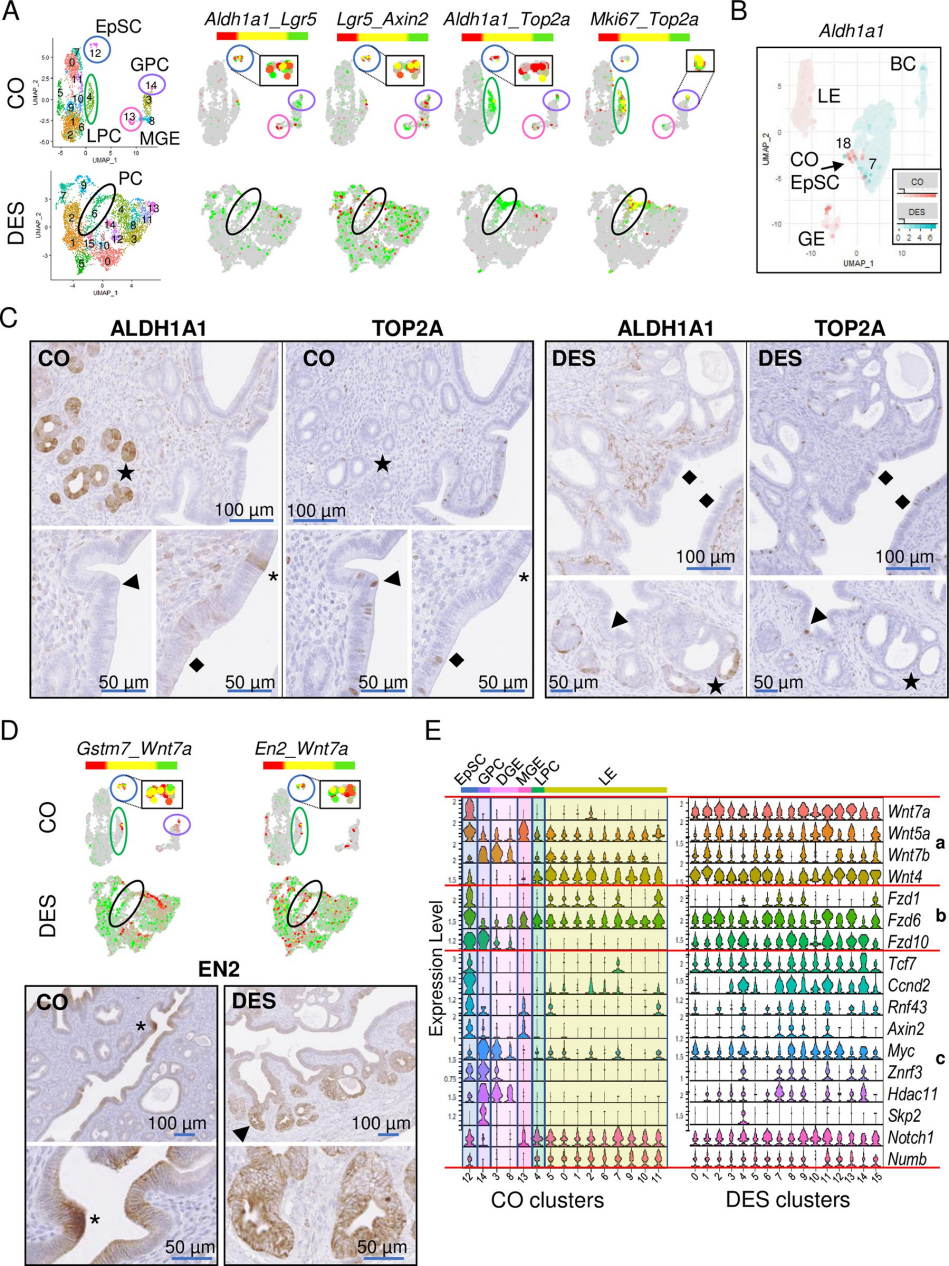
EpSC and PC populations are substantially altered following neonatal DES exposure. (A) UMAPs of non-integrated CO and DES epithelial cells. Epithelial cell populations identified as EpSCs (blue circle), GPCs (purple oval), LPC (green oval), MGE (pink circle), and PCs (black oval). Dual feature plots of select stem cell (*Aldh1a1*, *Lgr5*, and *Axin2*) and actively dividing cell (*Top2a* and *Mki67*) markers for CO (top) and DES (bottom). Insets in black boxes are EpSC or GPC magnified for clarity. (B) Dual feature plot of *Aldh1a1* in CO and DES epithelial cells from integrated UMAP (CO, pink; DES, teal). CO EpSC, GE, LE, and BC populations indicated. (C) Representative ALDH1A1 and TOP2A IHC in adjacent sections from CO and DES uteri, as indicated. Stars (GE) or asterisks (LE) indicate cells that are ALDH1A1+/TOP2A-. Arrowheads (GPC or LPC) and diamonds (LPC) indicate cells that are ALDH1A1-/TOP2A+. Symbols correspond to same location in adjacent section; *n* = 4–6 mice per group. (D) Dual feature plots of *Gstm7*, *En2*, and *Wnt7a* for CO and DES. CO EpSC, GPC, and LPC populations indicated as in panel A. Insets in black boxes are EpSC magnified for clarity. Representative EN2 IHC in CO (bottom left) and DES (bottom right) uteri (*n* = 4–6 mice per group). Asterisk, EN2 at invaginating GE; higher magnification of same region below. Arrowhead indicates region of high EN2 in disorganized GE; higher magnification of same region below. (E) Violin plots of select Wnt ligands (a), receptors (b) and targets (c) in CO (left) and DES (right) epithelial clusters. Cluster numbers on x-axes; epithelial subtype in CO indicated at top. Expression is natural log transformed counts (y-axes). The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156. BC, basal cell; CO, control; DES, diethylstilbestrol; EpSC, epithelial stem cell; GE, glandular epithelium; GPC, glandular progenitor cell; IHC, immunohistochemistry; LE, luminal epithelium; LPC, luminal progenitor cell; MGE, mature glandular epithelium; UMAP, uniform manifold approximation and projection.

To further investigate the connection between the CO EpSC, LPC, and GPC populations, we re-clustered these 3 populations and performed a Slingshot analysis. Choosing the EpSC population as the starting cluster, there were 2 trajectories that led separately to each of the PC populations (S4B Fig). To determine genes likely important for LPC or GPC differentiation, DEGs were determined for each of those lineages (339 DEGs EpSC+LPC lineage, CO12+CO4 versus CO14; 136 DEGs EpSC+GPC lineage, CO12+CO14 versus CO4) (S10A and S10B Table). 

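Gstm7 (chromosome 3, 107926334 to 107931817) stood at 1121 CPM in CO cluster 12, 229 CPM (199 to 263) in cluster 14 and 48.7 CPM (43.8 to 54.0) in cluster 4, against a median of 11.2 CPM over the CO clusters. Marcksl1 stood at 161 CPM (143 to 180), 36.4 CPM and 23.0 CPM in the same order, against a median of 19.1 CPM. Ptn stood at 523 CPM (490 to 558) in cluster 12, 145 CPM (136 to 154) in cluster 4 and 18.7 CPM in cluster 14, where its level was below the median of 62.0 CPM.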

Violin plots of *Gstm7*, *Marcksl1*, and *Ptn* in the CO epithelial cell clusters from Fig 3B support these trajectories, with highest expression in the EpSC population, moderate expression in the relevant PC population, and then lower expression in the remaining cell clusters. However, only a small number of EpSC (71 cells) were captured in this analysis, so additional studies that include higher numbers of EpSC will be required for confirmation.

To determine if the DES epithelial clusters exhibited normal EpSC, GPC, or LPC expression patterns in specific clusters, dual feature plots of *Aldh1a1*, *Lgr5*, *Axin2*, *Top2a*, and *Mki67* were generated (Fig 6A). 

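Aldh1a1 stood at 3.64 CPM (2.95 to 4.44) in DES cluster 4, which held 492 cells with a median of 51066.5 UMIs, and 1.83% of its thinned cells held a UMI. Cluster 8 stood higher, at 15.0 CPM (12.1 to 18.5), with a thinned share of 3.96%, and the median over the DES clusters was 2.11 CPM. DES lymphocytes, at a median of 5599 UMIs, held an Aldh1a1 UMI in 3.29% of thinned cells (1.33 to 6.65). The intervals of clusters 4 (0.840 to 3.44) and 8 (1.73 to 7.65) overlap this one, and free RNA weighs more in shallow cells, so it was not decided how much of the signal in either cluster is expression. DES mesothelial cells held one in 31.9%.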

*Aldh1a1* was expressed in rare cells in DES cluster 4; however, it was not differentially expressed in any DES cluster (S5B Table). In addition, *Aldh1a1* expression was not overlapped by *Lgr5* or *Top2a*, suggesting these *Aldh1a1*+ cells were not EpSC or PCs. 

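Among the 4559 DES non-basal epithelial cells with at least 3000 UMIs, 35 held an Aldh1a1 UMI after thinning. Of these, 1 also held Top2a, where 1.68 would be found if the genes were independent, and 2 held Lgr5, where 0.261 would be found. Counts this small cannot show that the genes avoid the same cells.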

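Lgr5 was detected in each of the 16 DES clusters, from 0.722 CPM in cluster 12 to 9.74 CPM (7.82 to 12.0) in cluster 7, with 7.18 CPM in cluster 8. Axin2 was likewise detected in all 16, from 5.53 CPM in cluster 1 to 20.5 CPM in cluster 8.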

*Lgr5* and *Axin2* were present in most DES epithelial cell clusters with neither being DES cluster DEGs (Fig 6A and S5B Table). Both cell proliferation markers *Top2a* and *Mki67* were highly expressed only in DES cluster 6 (Fig 6A and S5B Table), suggesting that there was only 1 PC population in the DES epithelial clusters.

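Top2a stood at 133 CPM (127 to 139) in DES cluster 6, which held 260 cells with a median of 65030.5 UMIs. It stood at 59.7 CPM (54.4 to 65.5) in cluster 9 and at 54.9 CPM (52.1 to 57.8) in cluster 4, against a median of 13.9 CPM over the DES clusters. Mki67 stood at 42.1 CPM (39.1 to 45.4) in cluster 6, 18.1 CPM (15.2 to 21.4) in cluster 9 and 9.98 CPM in cluster 4, against a median of 2.71 CPM. The thinned shares with a Top2a UMI were 31.2%, 7.37% and 11.6% in clusters 6, 9 and 4, and those with a Mki67 UMI were 13.8%, 4.74% and 3.05%. DES mesothelial cells, at a median of 12329 UMIs, held a Top2a UMI in 0.661% and a Mki67 UMI in 0.159%.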

Because we failed to identify EpSC in the DES clusters using the published EpSC markers, we returned to the integrated (CO + DES) epithelial cell analysis (Fig 3A) to identify the DES clusters mapping most closely to CO EpSC. The CO EpSC in the integrated UMAP were identified by their expression of *Aldh1a1* in an integrated feature plot, with strong expression in only 2 regions: in a few GE cells and in a small set of cells adjacent to the large non-basal cell DES clusters (Fig 6B). The CO EpSC were located within integrated clusters 7 and 18, which were mainly comprised of DES cells, but most DES cells in these clusters expressed *Aldh1a1* at a low level or not at all (Fig 6B). 

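Of the 71 cells of CO cluster 12, 44 (62.0%) were in integrated cluster 9, 23 (32.4%) in cluster 18 and 1 in cluster 7. Of the 12 CO cells in integrated cluster 7, 11 belonged to CO cluster 4, and 184 of its DES cells belonged to DES cluster 6. Aldh1a1 stood at 109.8 CPM in the CO cells and 3.54 CPM in the DES cells of integrated cluster 7. It stood at 86.3 and 6.42 CPM in cluster 9, and at 70.8 and 14.5 CPM in cluster 18, for CO and DES cells. The thinned shares with an Aldh1a1 UMI were 20.0% of CO and 1.75% of DES cells in cluster 9, and 20.8% and 6.98% in cluster 18.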

The UMAP locations of the large set of non-basal DES epithelial cells near CO EpSC and far from the CO LE and CO GE indicates that even though DES EpSCs could not be identified, the non-basal DES epithelial cells were more closely related to CO EpSC than to LE or GE cells.

To test whether our identification of the stem and progenitor cell clusters was consistent with their spatial localization, we localized ALDH1A1 and TOP2A in uterine tissue. In CO uteri, ALDH1A1 was highly expressed in glands farthest away from the LE, consistent with its expression in mature GE and confirmed by the location of FOXA2 immunostaining in adjacent sections (Figs 6C and S5) [17,20]. ALDH1A1 was also expressed sporadically throughout the CO LE, consistent with previous reports of the EpSCs residing in this location [18]. In DES uteri, ALDH1A1 was occasionally expressed in the deepest GE, similar to controls; however, the vast majority of GE had no detectable ALDH1A1 (Fig 6C). In contrast to CO, there was no ALDH1A1 detected in the LE of the DES-exposed uteri. These data suggest that the *Aldh1a1* expression observed in non-integrated DES cluster 4 was from the GE cells. In CO, TOP2A was expressed sporadically across the LE as well as in invaginating GE, the region previously reported to contain epithelial stem/progenitor cells, supporting the scRNAseq identification of 2 distinct populations of CO PCs, GPC, and LPC (Fig 6C) [18,19]. In agreement with the scRNAseq cluster analysis, ALDH1A1 and TOP2A protein expression was completely non-overlapping (Fig 6C). In DES uteri, TOP2A was expressed in many LE and GE cells. The presence of *Top2a+*/*Mki67*+ cells only in DES cluster 6 suggests that these cells lack GE or LE identity, despite their localization in both epithelial regions in uterine tissue. ALDH1A1 and TOP2A immunostaining in serial sections of DES-exposed uteri clearly demonstrated that these 2 proteins did not overlap (Fig 6C), confirming the lack of *Aldh1a1* in the DES PC population.

We next attempted to identify EpSCs in DES clusters using genes highly expressed in the CO EpSC cluster. Two of the highest DEGs in this cluster, *Wnt7a* and engrailed 2 (*En2*), encode proteins in the Wnt/β-catenin signaling pathway (S5A and S6C Tables). *Wnt7a* is a secreted signaling molecule that regulates female reproductive tract differentiation including GE development, serving as a cell death suppressor in the uterus [45,46]. *En2* is a homeobox transcription factor that can repress *Wnt* signaling but is also an oncogene [47,48]. The top DEG in CO EpSC was *Gstm7*, and 3 additional *Gstm* genes were DEGs in this cluster (S6C Table). These genes encode mu family glutathione-S-transferases, which function to detoxify electrophilic molecules including products of oxidative stress [49,50]. 

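In the CO cells, En2 (chromosome 5, 28165694 to 28172166) stood at 47.0 CPM (37.4 to 58.2) in cluster 12, 4.28 CPM in cluster 4 and 1.10 CPM in cluster 14. Wnt7a (chromosome 6, 91363981 to 91411363) stood at 81.5 CPM (68.7 to 95.9), 6.02 CPM and 3.31 CPM in the same order. The thinned shares in cluster 12 were 19.7% for En2, 15.5% for Wnt7a and 87.3% for Gstm7. All 3 genes were found together in 33 of the 71 cells of cluster 12 (46.5%) and in 5 of the 187 cells of cluster 4, in the unthinned counts.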

Dual feature plots of *En2*, *Wnt7a*, and *Gstm7* in CO showed high expression of all 3 in EpSCs and sporadic expression in LPC and GPC clusters (Fig 6D). In contrast, all 3 genes were expressed in most DES clusters including DES cluster 6, the PC population, though they mainly were not expressed in the same cells (Fig 6D). 

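In DES cluster 6, En2 stood at 13.1 CPM, Wnt7a at 63.5 CPM and Gstm7 at 34.8 CPM, with thinned shares of 3.08%, 15.8% and 10.0%. Over the DES clusters En2 ranged from 1.44 CPM in cluster 12 to 21.9 CPM in cluster 14, Wnt7a from 39.7 CPM in cluster 5 to 96.7 CPM in cluster 13, and Gstm7 from 13.7 CPM in cluster 7 to 220.5 CPM in cluster 8. In thinned DES non-basal epithelial cells the shares were 2.87% for En2, 16.8% for Wnt7a and 11.7% for Gstm7, against 0.212%, 1.37% and 1.08% in DES mesothelial cells. Among 4559 thinned cells, En2 and Wnt7a were found together in 14 cells where independence gives 22.0, and En2 and Gstm7 in 21 where it gives 15.4. Wnt7a and Gstm7 were found together in 94 cells where it gives 90.0. The unthinned counts held all 3 genes in 58 of the 260 cells of cluster 6 (22.3%) and in 432 of 4608 DES cells (9.38%), and thinning left 4 of 4559 cells.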

In CO uteri, EN2 protein was quite restricted, with highest expression at the edge of budding GE and some expression in LE near these regions (Fig 6D). There was very low expression of EN2 in the CO GE. In DES uteri, EN2 was expressed in most epithelial cells including LE and GE, with some GE expressing very high levels. These data demonstrated a restricted pattern of stem/progenitor cell gene expression in normal uterine epithelial cells and the loss of this restriction in DES uteri, resulting in most epithelial cells expressing several stem/progenitor cell-specific genes.

The excessive aberrant expression of *Wnt7a* and Wnt signaling targets *Axin2* and *En2* in the DES cells suggested additional members of this pathway could be similarly disrupted. Violin plots of select Wnt signaling pathway ligands, receptors, and targets demonstrated moderate or high expression of most these genes in the CO EpSC population (Fig 6E). Other CO cell types had very restricted expression patterns. For example, *Wnt4*, *Fzd1*, and *Numb* were restricted to LE cell populations and *Wnt7b*, *Fzd10*, *Myc*, and *Hdac11* were restricted to developing GE. These data demonstrated tight regulation of Wnt ligands/receptors and their downstream targets in a cell type-specific manner. 

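Wnt4 (chromosome 4, 137277489 to 137299726) stood at 42.9 to 82.5 CPM in the CO LE clusters, 4.4 to 6.1 CPM in the GE clusters and 29.4 CPM in cluster 12. Fzd1 stood at 11.2 to 25.0 CPM in the LE clusters and 3.7 to 9.0 CPM in the GE clusters, and was highest in cluster 12, at 41.3 CPM. Numb was highest in cluster 9, at 37.1 CPM, and stood at 7.7 to 12.9 CPM in the GE clusters and 14.1 CPM in cluster 12. Fzd10 stood at 72.7 CPM in cluster 14, 27.2 CPM in cluster 3, 23.7 CPM in cluster 8 and 63.9 CPM in cluster 12, and at no more than 7.9 CPM in the LE clusters. Myc stood at 73.8 CPM in cluster 14, 70.6 CPM in cluster 3 and 30.6 CPM in cluster 8, against a median of 17.5 CPM. Hdac11 stood at 70.2 CPM in cluster 3, 61.2 CPM in cluster 8 and 50.7 CPM in cluster 14, against no more than 6.4 CPM in the LE clusters and 14.7 CPM in cluster 12.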

In DES clusters, there was widespread expression of most Wnt ligands, receptors, and targets (Fig 6E). These data show that DES epithelial cells exhibit severe disruption of the normally restricted expression pattern of Wnt signaling pathway genes and suggest widespread activation of Wnt signaling.

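Over the 16 DES clusters, Wnt4 ranged from 26.6 to 181 CPM, Wnt5a from 16.5 to 70.0 CPM, Fzd1 from 5.52 to 25.4 CPM and Fzd6 from 20.6 to 91.1 CPM. Fzd10 ranged from 21.9 to 87.4 CPM, Tcf7 from 14.5 to 50.3 CPM and Ccnd2 from 6.09 to 107 CPM. Rnf43 ranged from 10.4 to 28.4 CPM, Znrf3 from 7.59 to 22.4 CPM, Myc from 19.2 to 46.9 CPM and Hdac11 from 8.51 to 35.2 CPM. Notch1 ranged from 30.5 to 56.9 CPM, Numb from 14.1 to 22.3 CPM and Skp2 from 2.20 to 10.2 CPM.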

### DES-induced uterine cancer is characterized by activation of PI3K/AKT signaling

To identify cancer cells in the non-basal cell DES clusters, we used expression of *Six1*, a reliable biomarker of neonatal DES exposure-induced cancer [15,25,29,31]. *Six1* was significantly increased in DES clusters 5 and 14 with the highest fold change in DES cluster 5 (S5B Table). 

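Olfm4 stood at 685 CPM (667 to 702) in DES cluster 5 and at 257 CPM in the next highest, cluster 15, and 30.0-fold (28.8 to 31.3) above the cells of the other DES clusters. The thinned share with an Olfm4 UMI was 50.0%, against 1.16% in DES mesothelial cells. Rad51b (chromosome 12, 79297282 to 79814690) stood at 532 CPM (517 to 547) in cluster 5 and at 113 CPM in the next highest DES cluster, 6.13-fold (5.93 to 6.34) above the other DES clusters. DES mesothelial cells stood at 264 CPM for Rad51b. By the paper's measure, the log2 ratio of mean normalized counts plus 1, Olfm4 was 2.89 above the other DES cells. The paper's reported value is also 2.89.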

The cancer-associated genes *Olfm4* and *Rad51b* were among the top DEGs in DES cluster 5. *Olfm4* is both an oncogene and a target of Wnt signaling that provides negative feedback to this pathway, and *Rad51b* is a marker of DNA damage [51–53]. 

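In the CO epithelial cells, 76 Olfm4 UMIs were counted (0.964 CPM), and 0.273% of thinned cells held one. Rad51b stood at 18.1 CPM, with a thinned share of 5.19%. In the DES cells outside cluster 5 the levels were 22.8 CPM for Olfm4 (3.54% of thinned cells) and 86.8 CPM for Rad51b (21.6%).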

There was minimal sporadic expression of these markers in CO epithelial cells (Fig 7A). 

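In the 290 thinned cells of DES cluster 5, Olfm4 and Rad51b were found together in 73 cells, where independence gives 59.0. In all thinned DES non-basal epithelial cells the pair was found in 107 cells, where it gives 67.4.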

DES cluster 5 epithelial cells had high overlapping expression of *Six1* and *Olfm4* and almost exclusive expression and extensive overlap of *Olfm4* and *Rad51b* (Fig 7A). 

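In the CO sections, 5 Olfm4 UMIs were counted in CO A (0.40 CPM, 0.130 to 0.933) and 24 in CO B (2.18 CPM, 1.39 to 3.24), in 0.349% and 0.872% of spots. In the DES sections, 13989 were counted in DES A (1534 CPM, 1509 to 1560) and 13240 in DES B (1340.1 CPM, 1317 to 1363), in 66.5% and 74.1% of spots. The highest regions were DES A cluster 8, at 2551 CPM (2438 to 2668) and led by S100a9, S100a8 and Il1b, and DES B cluster 7, at 2604 CPM (2522 to 2687), led by Tff1 and Krt6a. DES A cluster 1, at 2531 CPM, held 62.8% of that section's Olfm4 UMIs. The lowest were DES A cluster 6, at 41.0 CPM, and DES B cluster 9, at 82.6 CPM. Compared over whole sections, Olfm4 was higher in both DES sections, with a log2 fold change of 9.94 (SE 0.77, adjusted p = 0.0183 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without DES replicate A or DES replicate B the adjusted p was 0.0515 and 0.0577 by the same edgeR test, with log2 fold changes of 9.87 and 9.99. From these sections and the staining for OLFM4, the paper concludes that DES cluster 5 is the cancer cell population.

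**Figure D2:**
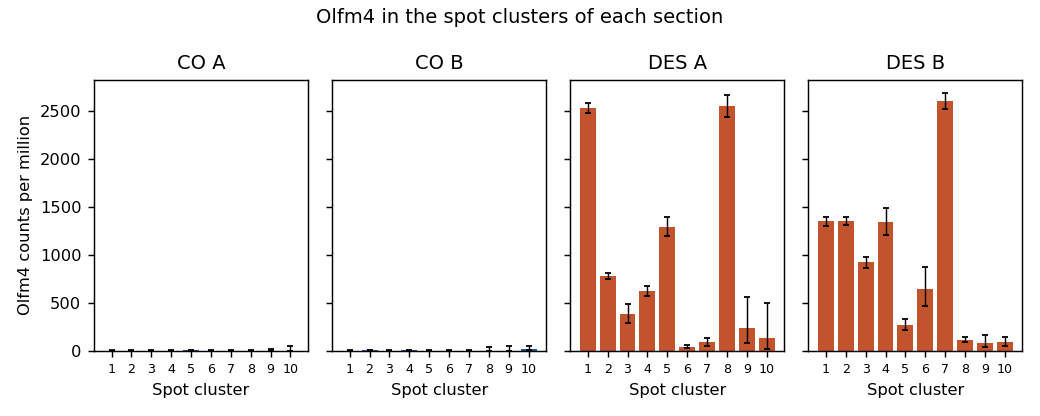
Bars give the Olfm4 level in CPM (vertical axis) in each of the 10 spot clusters (horizontal axis) of the 2 CO and the 2 DES sections, with exact Poisson 95% intervals as error bars. The bars reach 2551 CPM in DES A and 2604 CPM in DES B, and no CO bar exceeds 15.3 CPM.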

A feature plot of *Olfm4* in the spatial transcriptomics uterine tissue sections showed high expression in cancer regions in the DES sample and a lack of expression in the CO (Fig 7B). To validate DES cluster 5 as the cancer cell population, we performed OLFM4 immunohistochemistry (IHC). OLFM4 was not detected in CO uterine tissue but was robust in LE and GE cells in cancer regions in DES-exposed uterine tissue (Figs 7C and S6A). In addition, OLFM4 was expressed in cells inside gland lumens. These cells are commonly observed in cancer regions in DES-exposed mice, but their cell type is not yet determined. OLFM4 expression in LE and GE was variable across animals, with a direct correlation between extent of uterine cancer and extent of OLFM4 staining (Figs 7C and S6A). These data confirmed that DES cluster 5 was the uterine cancer cell population and identified *Olfm4* and *Rad51b* as additional markers of this cancer type.

**Fig 7:**
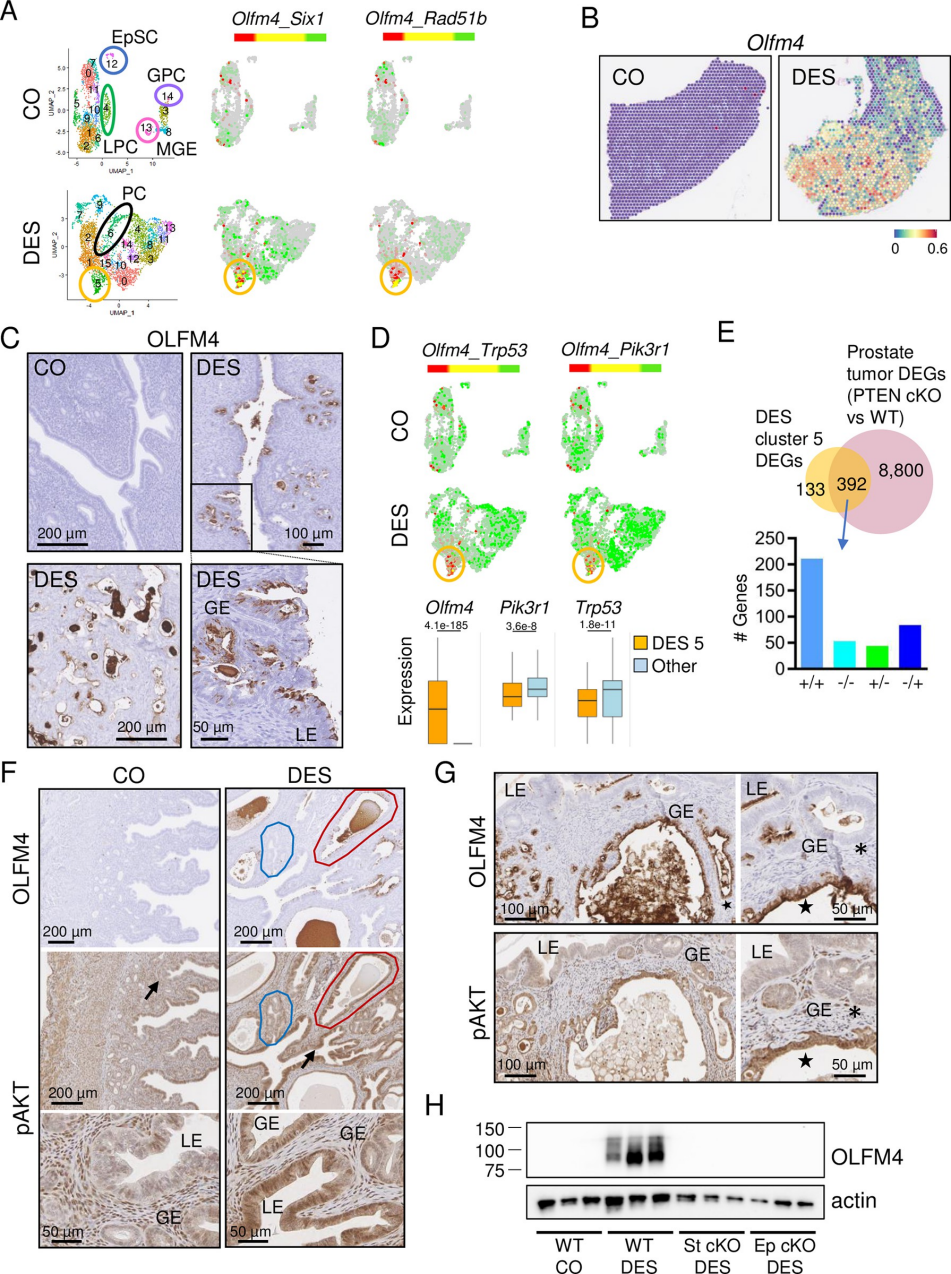
Cancer cells in DES uteri are characterized by OLFM4 expression and PI3K/AKT signaling. (A) UMAPs of non-integrated CO and DES epithelial cells. EpSC (blue circle), GPC (purple oval), LPC (green oval), and MGE (pink circle) are indicated in CO (top). PC (black oval) and cancer population (gold circle) are indicated in DES (bottom). Dual feature plots of cancer cell markers (*Olfm4*, *Six1*, and *Rad51b*) for CO (top) and DES (bottom). (B) Expression of *Olfm4* in spatial transcriptomics sections; CO (left), DES (right). Expression levels are natural log transformed counts. (C) Representative OLFM4 IHC in CO and DES sections (*n* = 4–6 mice per group), as indicated. Bottom right section is magnified view of boxed region in top right section. Panels C, F, and G: LE, luminal epithelium; GE, glandular epithelium. (D) Dual feature plots of select cancer cell markers in CO (top) and DES (bottom). Cancer population, gold circle. Box and whisker plots of cancer markers for DES cluster 5 versus all other DES clusters. Expression levels are natural log transformed counts; adj *p*-values from S5B Table are indicated for each gene. (E) Venn diagram of DES cluster 5 DEGs and prostate tumor DEGs [prostate PTEN conditional KO (cKO) versus wild type (WT)]. Data generated from BaseSpace Correlation Engine knockout atlas (Illumina); original data from [54]. Overlapping genes categorized as increased (+) or decreased (-) in each study and split into 4 categories (+/+, -/-, +/- or -/+; DES cluster 5 DEGs listed first, prostate tumors listed second) on graph. (F) Representative OLFM4 and pAKT IHC in adjacent uterine tissue sections from 12-month-old CO (left) and DES (right) (*n* = 4–6 mice per group). Blue outline, region of low OLFM4/pAKT; red outline, high OLFM4/pAKT. Arrows indicate pAKT stained regions shown at higher magnification below. (G) Representative OLFM4 (top) and pAKT (bottom) IHC in adjacent uterine tissue sections from 9-month-old FVBN/J DES-exposed mice (*n* = 4–6 mice per group). Higher magnifications from same sections (right) (*n* = 4–6 mice per group). Asterisks, OLFM4-/pAKT- cells; stars, OLFM4+/pAKT+ cells. (H) Immunoblot of OLFM4 in uteri from 12-month-old control or DES-treated mice. Each lane has 5 μg uterine protein extract from 1 mouse (*n* = 3 mice per group). Actin used as a loading control. WT, wild type; St cKO, stromal ERα conditional knockout; Ep cKO, epithelial ERα conditional knockout. Raw immunoblots in S1 Raw Images. The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156. CO, control; DEG, differentially expressed gene; DES, diethylstilbestrol; EpSC, epithelial stem cell; GPC, glandular progenitor cell; IHC, immunohistochemistry; LPC, luminal progenitor cell; MGE, mature glandular epithelium; UMAP, uniform manifold approximation and projection.

To identify drivers of the cancer phenotype, we next examined DEGs in the DES cancer cell cluster. Activating mutations in β-catenin, which are accompanied by activation of Wnt signaling, are associated with human endometrioid endometrial carcinomas [55]. This observation, combined with our previous data showing widespread activation of Wnt signaling in DES epithelial cells, suggested that Wnt signaling was driving the DES cancer phenotype. Examination of DES cluster 5 for expression of Wnt signaling targets, however, indicated that relative to other DES clusters, the DES cancer cells had among the lowest expression of Wnt ligands, receptors, and target genes including *Wnt7a*, *Ccnd2*, *Axin2*, and *Myc* (Fig 6E). These findings were inconsistent with Wnt signaling as the sole cancer driver.

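Among the 16 DES clusters, cluster 5 was lowest in Wnt7a, Fzd10 and Notch1, and its rank from the lowest was 2 for Wnt5a, Fzd6 and Znrf3. Its rank was 3 for Axin2, Lgr5 and Rnf43, and 4 for Ccnd2, Myc, Tcf7 and Skp2. Axin2 stood at 5.86 CPM against a median of 8.62 CPM over the DES clusters, Ccnd2 at 45.8 against 52.0 CPM, and Myc at 24.8 against 35.1 CPM. Hdac11 ranked 7 and Fzd1 9 from the lowest. Wnt4, Wnt7b and Numb each ranked 15, close to the highest. En2, which the paper names with Axin2 as a Wnt target, also ranked 15, at 20.6 CPM against a median of 11.1 CPM.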

In the mouse, loss of the tumor suppressor PTEN in the uterus leads to rapid development of endometrial cancer, even if it is only deleted in the epithelial cells, and combined loss of PTEN and a second tumor suppressor, TRP53, induces higher grade cancer with invasion [56,57]. 

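Trp53 (chromosome 11, 69580359 to 69591873) stood at 53.9 to 133 CPM over the CO clusters and at 80.5 to 141 CPM over the DES clusters, and was lowest of the DES clusters in cluster 5. There its interval was 74.7 to 86.6 CPM, against 110.4 CPM in the other DES cells, a ratio of 0.729 (0.676 to 0.786). Pik3r1 (chromosome 13, 101680563 to 101768217) stood at 51.2 to 125 CPM over the CO clusters and 154 to 278 CPM over the DES clusters. In DES cluster 5 it stood at 158 CPM (149.6 to 166), against 205 CPM in the other DES cells, a ratio of 0.770 (0.729 to 0.812), and 2 DES clusters, 9 and 15, stood lower. Every DES cluster stood above every CO cluster in Pik3r1.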

*Trp53* and *Pik3r1*, which encodes a tumor suppressor that stabilizes PTEN and restrains PI3K catalytic activity [58,59], were widely expressed in most CO and DES clusters but were down-regulated in DES cluster 5 (Fig 7D and S5B Table). Dual feature plots showed an inverse relationship between *Olfm4* and both *Trp53* and *Pik3r1*; the differences between expression of these 3 genes in DES cluster 5 relative to all other DES clusters were highly significant (Fig 7D).

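Over all thinned DES non-basal epithelial cells, Olfm4 and Trp53 were found together in 57 cells, where independence gives 84.4, and Olfm4 and Pik3r1 in 106, where it gives 128. Trp53 was found in 19.3% of cells with Olfm4 and 29.2% of cells without, and Pik3r1 in 35.8% and 43.9%. Within DES cluster 5, the pairs were found in 24 cells where independence gives 26.0, and in 45 where it gives 47.5, so a difference was not detectable among the cells of that cluster.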

The reduction in expression of *Pik3r1* in the cancer cell population suggested a role for increased PI3K/AKT signaling in DES cancer formation. To further examine the molecular signature of the DES cancer cells, we compared the DES cluster 5 DEGs to curated gene perturbation models in the BaseSpace Correlation Engine knockout atlas (Illumina). The gene perturbation with the highest correlation to this dataset was PTEN, which blocks PI3K activity. One dataset with high overlap was a conditional deletion of *Pten* in prostate epithelium, which results in prostate tumors [54] (Fig 7E and S11 Table). Of the DES cluster 5 DEGs, 392/525 (75%) overlapped the DEGs in this prostate cancer model; 67% of these genes were altered in the same direction (Fig 7E). These data suggest that increased PI3K activity plays a major role in the formation of neonatal DES exposure-induced uterine cancer.

To test whether PI3K/AKT signaling was activated in DES-induced uterine cancer cells, we localized OLFM4 and phosphorylated AKT (pAKT) in adjacent sections. CO uteri (during estrus) had diffuse pAKT immunoreactivity in most cell types but only sporadically in the nuclei of LE cells and lower staining in GE compared to stroma (Fig 7F). DES uteri had higher pAKT nuclear and cytoplasmic immunoreactivity in LE cells compared to CO and there was very strong pAKT nuclear and cytoplasmic staining in most GE. The regions of more intense pAKT staining generally corresponded with regions of OLFM4 expression (Fig 7F). Because DES-exposed CD-1 mice only develop localized foci of uterine adenocarcinoma by 12 months of age, we further explored the correlation of OLFM4 and pAKT in a more robust model of developmental DES-induced uterine cancer. Female FVBN/J mice develop uterine adenocarcinoma at an earlier age (6 months) and they exhibit very extensive adenocarcinoma throughout the uterus by 9 to 12 months of age following the same neonatal DES exposure paradigm used in our standard CD-1 mouse model [31]. Uterine tissue sections from 9-month-old DES-exposed FVBN/J mice were immunostained for OLFM4 and pAKT in adjacent sections. As previously observed, FVBN/J mice exhibited more extensive cancer regions. These regions had more robust OLFM4 expression relative to that in CD-1 mice (Figs 7F and 7G and S6A and S6B). Staining of adjacent sections for pAKT revealed consistent overlap of pAKT with OLFM4+ cancer regions (Figs 7G and S6B).

The data presented so far suggest a model in which abnormally differentiated epithelial cells are influenced by stromal inflammation and oxidative stress (Fig 2F) to activate PI3K/AKT signaling that then drives uterine adenocarcinoma development. However, we have not yet demonstrated that DES-induced changes in epithelial or stromal gene expression are essential for the cancer phenotype. To answer this question, we generated conditional knockout (cKO) mice lacking ERα only in endometrial stromal cells or only in endometrial epithelial cells [60,61]. The loss of ERα in these tissue compartments precludes DES action on the targeted cell type. Uteri were collected from 12-month-old control mice and neonatal DES-exposed wild type, stromal ERα cKO, and epithelial ERα cKO mice. Unfortunately, although control uteri could be evaluated accurately, the very thin nature of uterine tissues from both cKO lines resulted in inadequate sections through the lumen of several samples, precluding a thorough histologic assessment of cancer incidence. Uterine tissue sections from 3 to 4 mice per group, however, confirmed the presence of cancer in DES-exposed controls and the lack of cancer in DES-exposed stromal ERα cKO and epithelial ERα cKO groups (S7A–S7C Fig). DES-exposed stromal ERα cKO mice had a columnar LE with some invaginations of the uterine lumen and limited GE development. DES-exposed epithelial ERα cKO mice had a simple tubular lumen lined with cuboidal LE but no apparent GE. Based on our identification of OLFM4 as a cancer marker, we then tested for the presence of uterine cancer by immunoblotting. DES-exposed wild-type mice had high levels of OLFM4, but neither controls nor either of the DES-exposed cKO lines expressed this cancer marker (Fig 7H). These findings indicate that ERα-dependent DES-induced changes in cellular differentiation pathways of both epithelial and stromal cells are required for the development of uterine adenocarcinoma.

## Discussion

The dataset reported here provides a rich resource of scRNAseq information from over 48,000 total adult mouse uterine cells, allowing an in-depth analysis of cell types. Previous scRNAseq analyses of rodent uterine cells reveal interesting information regarding postnatal uterine development [17,22,23] and pregnancy [62,63]. Two datasets contain cells from adult non-pregnant uterus, but both are limited by having few cells for analysis [17,64]. Here, we focused mainly on epithelial cells because they are the cell type that develops into uterine adenocarcinoma following a developmental insult. The large number of epithelial cells from adult control females in estrus enabled clear identification of stem cells, progenitor cells, luminal cells, and glandular cells, including luminal and glandular cell developmental trajectories.

Our findings confirm previous observations that uterine EpSC are localized at the intersection between glands and lumen [18]. However, instead of EpSCs differentiating into a single PC population [18], we show that they differentiate into 2 distinct proliferating PC types, one destined to become luminal epithelium and one to become glandular epithelium (Fig 8). The EpSCs are marked by high expression of EN2 protein and *Wnt7a*, but neither marker is entirely specific to stem cells, and the presence of ALDH1A1 in mature glands argues against its previously suggested specificity as a marker of stem/progenitor cells [17]. Excitingly, we identified a new uterine EpSC marker, *Gstm7*, and found that several additional *Gstm* isoforms were highly expressed in EpSC. This finding mirrors previous observations of increased *GSTM* family gene expression in human fetal liver hematopoietic stem cells, including *GSTM2*, the human *Gstm7* homolog [65]. Enrichment of enzymes that function in a pathway responsible for managing and eliminating reactive oxygen species from the cell makes sense for uterine EpSCs, which must be preserved for the lifetime of the individual. These new progenitor and stem cell markers, however, must be validated by future functional studies such as lineage tracing experiments.

**Fig 8:**
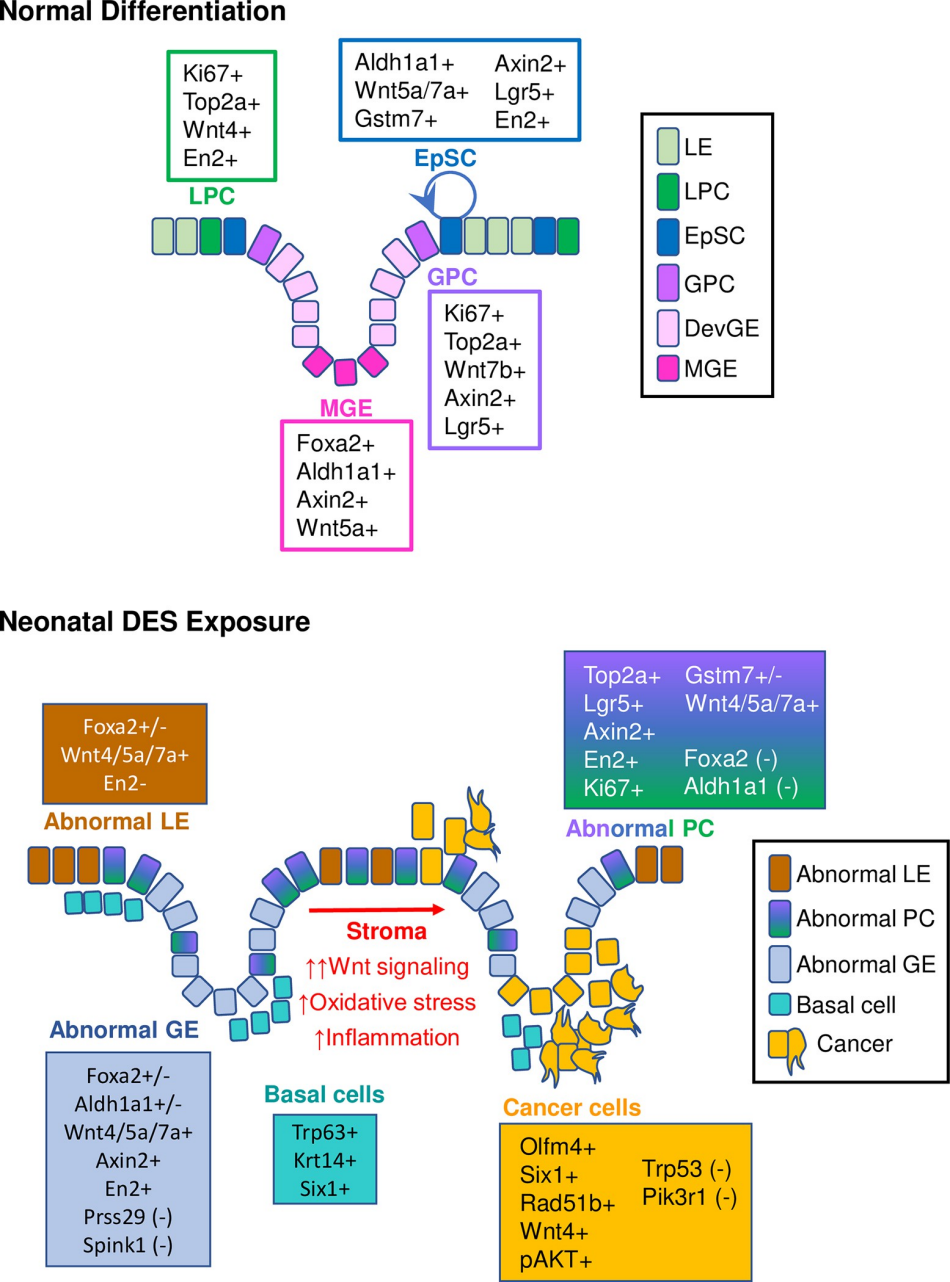
Model of uterine epithelial cell differentiation in control and DES-exposed uteri. **Normal differentiation:** Rare EpSCs transition to proliferative LPCs or GPCs. LPC transition to LE and GPC transition to DevGE and then MGE. **Neonatal DES exposure:** Proliferative abnormal PCs transition to either abnormal LE or abnormal GE, which are distinguished mainly by their histological locations. Basal cells form an extra layer under both LE and GE. Widespread activation of Wnt signaling in the presence of stromal oxidative stress and inflammation activate PI3K/AKT signaling to drive malignant transformation of abnormal epithelial cells. Markers present at the various stages of differentiation for control and DES-exposed uteri are indicated. DES, diethylstilbestrol; DevGE, developing glandular epithelium; EpSC, epithelial stem cell; GE, glandular epithelium; GPC, glandular progenitor cell; LE, luminal epithelium; LPC, luminal progenitor cell; MGE, mature glandular epithelium; PC, progenitor cell.

DES exposure permanently disrupts differentiation of uterine epithelium. One of the most striking results of this altered differentiation is the appearance of basal cells in the uterus, a tissue that does not normally contain this cell type [15,25,29]. Interestingly, basal cells do not substantially contribute to the cancer phenotype because mouse uteri lacking the oncoprotein *Six1* do not develop the basal cell phenotype but still have cancer [29]. In the current study, we show that the epithelial cells are abnormal and have characteristics of luminal and glandular epithelium as well as EpSCs, but no distinct EpSC population. Instead, we find a single PC population that could not be further characterized as glandular or luminal, suggesting substantial problems with the downstream fate of these cells. The abnormal epithelial differentiation trajectory was confirmed by the constitutive activation of Wnt signaling in most DES epithelial cells, in stark contrast to the epithelial subtype specificity observed in differentiated CO epithelial cells. Increased Wnt signaling due to activating mutations in pathway members can cause human endometrial cancer [66,67]. However, it is unlikely that Wnt signaling alone explains neonatal DES-induced uterine cancer because persistent activation of Wnt signaling in the mouse uterus using genetic approaches results in uterine hyperplasia but not cancer [68,69]. In addition, the DES cancer cell cluster had reduced Wnt pathway activation relative to the other DES epithelial cell clusters. Instead, this cluster had diminished *Trp53* and *Pik3r1* mRNAs and elevated levels of PI3K/AKT signaling, which are common drivers of many cancer types, including endometrial cancer in humans and animal models [56,66,67,69,70]. The impact of abnormal stromal cell inflammatory and oxidative stress responses on the adjacent epithelium cannot be ignored in this model because both DES-initiated stromal and epithelial changes are required for cancer development. Overall, these findings provide compelling evidence that abnormal activation of PI3K/AKT signaling is the long-sought explanation for uterine cancer development following developmental estrogen exposure (Fig 8).

The DES model has a striking resemblance to a mouse model of intestinal tumorigenesis induced by expression of a constitutively active form of β-catenin in intestinal epithelial cells (IECs) [71]. In the IEC model, active β-catenin induces dedifferentiation of epithelial cells, which gain stem cell characteristics. β-catenin induces activation of the inflammatory mediator nuclear factor-κB (NF-κB), which serves to amplify β-catenin-mediated signaling and induction of IEC tumor formation. Two genetic mouse models that modify the levels of β-catenin in the uterus also recapitulate some of the aspects of DES-induced phenotypes: constitutively active β-catenin results in endometrial hyperplasia and loss of β-catenin results in squamous cell metaplasia (abnormal basal cell differentiation) [68]. Similarly, the DES model has incomplete differentiation of epithelial cells associated with widespread activation of Wnt signaling, combined with inflammation in the stroma as a cell proliferation signal. The main difference between the IEC and DES models is that the IEC model requires genetic manipulation to drive β-catenin signaling, whereas the DES model simply requires estrogen-mediated signaling for a brief period during epithelial cell differentiation. The similarity between these models highlights the influence of environmental exposures during development on tumor susceptibility later in life.

An important question remains: How does PI3K/AKT signaling become activated in the cancer cells? Because most of the epithelial cells, not just the cancer cells, have persistent activation of Wnt signaling, it is likely that this signaling pathway is activated because of the “first hit” of DES exposure and sets the stage for later activation of PI3K/AKT in the cells that become malignant. There are many connections between Wnt and PI3K/AKT signaling pathways, including common components relevant to cancer development such as MYC, GSK3, PTEN, and CCND1 (reviewed in [69]). Recently, WNT3A-mediated activation of PI3K was demonstrated in colorectal cancer cells [72]. Additional connections between these pathways could be mediated by noncoding RNAs such as microRNAs or long noncoding RNAs [73]. Finally, stromal inflammation- and oxidative stress-induced genotoxicity and cell proliferation may promote cancer development through activation of NF-κB and PI3K/AKT signaling in epithelial cells [74,75]. NF-κB appears to be activated in the DES cancer model based on pathway analysis of altered genes, including *Olfm4*, which can be up-regulated by NF-κB, among other transcription factors [52,76]. A bidirectional interaction between the inflammatory stroma and the Wnt-activated epithelial cells likely contributes to cancer development in this model.

The most frequently mutated genes in human endometrial endometrioid cancer include the tumor suppressors PTEN and PIK3R1; the overwhelming majority of these cancers have abnormal activation of the PI3K/AKT signaling pathway [58,66,67]. In human endometrial organoids, inhibition of Wnt signaling increases epithelial cell differentiation [77], suggesting that persistent Wnt signaling in human endometrium, as in the mouse, could reduce epithelial differentiation. Although most human endometrial cancers appear to result from a primary mutational event, perhaps some result from an early environmental insult during cellular differentiation, leading to Wnt pathway activation and abnormal differentiation of epithelial cells. Later induction of PI3K/AKT signaling could be related to stromal inflammation and subsequent induction of mutational events through increased oxidative stress, down-regulation of *PI3KR1* mRNA, or other alterations in regulators of the PI3K/AKT pathway.

## Methods

### Key resources

All resources used in the manuscript can be found in the Key Resources Table (S12 Table).

### Ethics statement

The National Institute of Environmental Health Sciences (NIEHS) animal care and use committee approved this research under protocol #2007–0038. Animals were maintained in accordance with the National Research Council Guide for the Care and Use of Laboratory Animals, the Animal Welfare Act and Regulations, and the provisions of the National Institutes of Health Intramural Research Program Animal Welfare Assurance.

### Animals

CD-1 mice were obtained from the NIEHS in-house breeding colony and housed under conditions previously reported [33]. FVBN/J mice were purchased from The Jackson Laboratory (Jax#001800) to generate female pups for experiments described below. Previous work demonstrated that C57BL/6 mice do not develop uterine adenocarcinoma; therefore, we first generated mouse lines for ERα (*Esr1*) flox, *Amhr2*-cre, and *Wnt7a*-cre that were backcrossed to an FVBN/J background for 10 generations [60,61,78]. ERα (*Esr1*) cKO mice were generated by crossing *Esr1* floxed mice (FVBN/J background) with either *Amhr2*-cre mice (stromal cKO; FVBN/J background) or *Wnt7a*-cre mice (epithelial cKO; FVBN/J background); proper names are listed in the Key Resources Table (S12 Table).

### Animal treatments and tissue collection

Briefly, female pups delivered from timed pregnant dams listed above were randomly distributed to 10 female pups per litter and then randomly assigned treatment groups of either corn oil (CO) or DES (1 mg/kg/day) (Sigma-Aldrich). Pups were exposed on neonatal days 1 to 5 by subcutaneous injection using a volume of 0.02 mL; mice were weaned and housed as described previously [33]. CD-1 mice exposed to DES at this dose and timing develop uterine adenocarcinoma (incidence >50%) at 12 months of age, so we collected uteri for single-cell isolation, frozen tissue sections, and paraffin embedded sections at this age from 3 independent groups of mice [15]. Adult DES-exposed mice are in persistent estrus; therefore, CO mice in estrus were selected using vaginal observation [79,80]. Uteri from FVBN/J mice were collected at 9 months of age for IHC. For immunoblotting, uteri were collected at 12 months of age from control and DES-exposed wild type (*Esr1* flox/flox), epithelial cKO (*Esr1* flox/flox, *Wnt7a*-cre+), and stromal cKO (*Esr1* flox/flox, *Amhr2*-cre+) mice and frozen at −80°C until use.

### Single-cell isolation from adult uterine tissue

Mice were euthanized and uterine horns were excised away from the uterine body and the oviducts. Uteri from 2 CO and 4 DES mice were pooled for single-cell isolation. All procedures were performed on ice unless otherwise specified. Uteri were rinsed in calcium and magnesium free phosphate buffered saline (PBS-CMF); horns were slit open lengthwise and soaked in PBS to remove any debris. Cell dissociation was performed by incubating tissue in Trypsin-EDTA (0.25%) (Gibco-Thermo Fisher) on ice for 1 h, then 10 min at room temperature, then 50 min in a 37°C water bath with gentle agitation. Tissue was removed from media, and the cell suspension was centrifuged at 450 × *g* for 10 min at 4°C. Pellets were resuspended in DMEM/F12 (Gibco-Thermo Fisher) containing 10% heat inactivated fetal bovine serum (FBS; Thermo Fisher), serially filtered through sterile CellTrics 100 μm and 30 μm filters (Fisher Scientific), and centrifuged at 450 × *g* for 10 min at 4°C. Pellets were resuspended in 1 to 2 mL PBS-CMF containing 0.04% AlbuMAX bovine serum albumin (BSA; Thermo Fisher). A small aliquot of cell suspension was stained with Trypan Blue (Gibco-Thermo Fisher) and counted using a hemocytometer.

### Single-cell RNA sequencing

Single-cell libraries were prepared using the Chromium platform with the Chromium Single Cell 3′ Reagent Kit v3 (Cat. 1000075, 10x Genomics) following the manufacturer’s protocol. Briefly, freshly prepared single cells and single gel beads conjugated with cell barcodes and reverse transcription primers were partitioned into oil droplets as emulsion in the 10x Genomics Chromium Controller instrument followed by cell lysis and barcoded reverse transcription of mRNA, cDNA amplification by PCR, fragmentation, and adding adapters and sample index amplification by PCR. Libraries were sequenced on an Illumina NovaSeq 6000 for paired end reads: read 1, 30 bp; read 2, 100 bp.

The scRNA count matrix was generated using cellranger v3.0.1, using GENCODE genes for mm10 (downloaded from 10x Genomics’ website on 3/22/2018), which were filtered according to 10x Genomics recommendations. Potential barcode swapping was identified using the R package DropletUtils v1.14.2, and potential cell doublets were identified and removed using the R package scran v1.22.2. Downstream analysis was carried out using the R package Seurat v3.1.0 following the standard SCTransform-based pipeline with MAST used for differential expression testing. The only exception to this methodology was for the analysis associated with Fig 1A, in which sample integration was carried out following Seurat’s CCA integration vignette to more easily identify cell type by limiting the differences between CO and DES gene expression. The sequencing data were deposited in the Gene Expression Omnibus database under accession code GSE218156 and are publicly available.

### Spatial transcriptomics

The Visium Spatial Gene Expression Slide kit (10x Genomics, Cat. 1000184) was used for the Spatial Transcriptomics study. Uterine tissue freezing and embedding was performed following the 10x Genomics Visual Spatial Protocol-Tissue Preparation Guide, CG000240-Rev A. Briefly, uterine tissues were frozen in isopentane and embedded in chilled Tissue-Plus O.C.T. compound (Fisher Scientific) on dry ice. Tissue sections were stained with Mayer’s hematoxylin (Millipore Sigma) and eosin (Millipore Sigma) (HE) and evaluated by a board-certified veterinary pathologist for the presence of luminal and glandular epithelial cells in both CO and DES sections and the presence of uterine adenocarcinoma in the DES sections (*n* = 5 mice per group). Two mice per group were selected for subsequent sectioning for spatial transcriptomics. Selected blocks were cored to capture the areas of interest and fit the capture area on the Gene Expression slide. Tissues were cryo-sectioned at 10 μm thickness and immediately placed on the Gene Expression slide. After 4 areas were captured (2 control and 2 DES), the slide was kept at −80°C until staining. The slide was fixed with methanol at −20°C for 30 min and stained with HE per manufacturer’s instructions. The slide was imaged using an Aperio AT2 slide scanner (Leica Biosystems). Optimal permeabilization time of 18 min was determined using the tissue optimization kit (10x Genomics, Cat. 1000193). On-slide mRNA reverse transcription, cDNA synthesis and release, cDNA amplification, and library preparation were performed following instructions in the user manual. The libraries were then sequenced on a NextSeq 500 for paired end reads: read 1, 28 bp; read 2, 90 bp. The spatial sequencing data was processed using 10x Genomics Space Ranger v1.2.2 and analyzed using Seurat v4.0.5. The reference genome used for the scRNAseq analysis was mm10. For all differential gene expression tables, the percent expressing cells columns are the percentage of cells that are expressing (count >0) that gene in the cluster indicated and then the percentage of cells expressing that gene in all other clusters. The sequencing data were deposited in the Gene Expression Omnibus database under accession code GSE218156 and are publicly available.

### Immunohistochemistry

Whole uterine tissues from CO and DES mice (*n* = 4–6 mice per group) were fixed in 10% neutral buffered formalin for approximately 48 h, changed into 70% ethanol, processed and embedded in paraffin blocks, and sectioned at 6 μm thickness. Briefly, slides were deparaffinized in xylene, rehydrated through graded ethanol, and blocked for endogenous peroxidases using 3% hydrogen peroxide for 15 min. IHC methods have been described in detail previously [81]. All concentrations and detailed protocol instructions for each antibody can be found in S13 Table. Protein/antibody complexes were visualized by using 3-diaminobenzidine chromagen (Dako) for 6 min, counterstained with hematoxylin, dehydrated and cover slipped. Slides were scanned using an Aperio AT2 slide scanner (Leica Biosystems). Images were captured using Aperio ImageScope v. 12.4.3.5008 (Leica Biosystems).

### Immunoblotting

Uterine tissues were pulverized on dry ice and total protein isolated using TPER (Thermo Fisher). Protein concentration was assessed using a Qubit protein assay (Thermo Fisher). Samples (5 μg) were loaded on a 10% TGX gel (Bio-Rad), run at 150 V, and transferred to PVDF membrane using the Trans-Blot Turbo transfer system (Bio-Rad). The blot was blocked in 5% Blotto (Thermo Fisher) in tris buffered saline plus 0.1% Tween-20 (TBS-T) for 1 h at RT. Rabbit monoclonal anti-OLFM4 (Cell Signaling Technology) was diluted to 0.6 μg/mL in 5% blocking solution and applied to the blot overnight at 4°C. The blot was washed 3 times for 15 min with TSB-T, and incubated with donkey anti-rabbit IgG diluted 1:25,000 in 1% blocking buffer for 1 h at RT. Following 3 washes in TBS-T for 15 min each, immunoreactive bands were visualized using Super Signal West Femto reagents (Thermo Fisher) following the manufacturer’s instructions. Images were captured using a ChemiDoc Touch Gel Doc system (Bio-Rad). Antibodies were stripped with Restore (Thermo Fisher) for 30 min at 37°C. Peroxidase conjugated mouse monoclonal anti-β-actin (Sigma) at a dilution of 1:10,000 in 5% blocking solution was applied for 1 h at RT and visualized as described above.

### Quantification and statistical analysis

For immunohistochemical analysis, a minimum of 4 to 6 mice per group were immunostained with each antibody and representative images are shown. For immunoblotting, 3 mice per group were tested for OLFM4—all samples are shown in immunoblot in Fig 7H. For scRNA-seq, statistical analysis was carried out using the R package Seurat v3.1.0 following the standard SCTransform-based pipeline with MAST used for differential expression testing. For spatial transcriptomics, statistical analysis was carried out using 10X Genomics Space Ranger v1.2.2 and analyzed using Seurat v4.0.5. Statistical analysis for data presented as box and whisker plots in Fig 6C are from S5B Table.

## Supporting information

S1 Fig Identification of uterine cell types captured by single-cell RNA-seq. (A) Heat map of mesothelial and stromal cell markers in CO and DES epithelial cells. Expression is Pearson Residuals from the SCTransform method. UMAP is from Fig 1A with cell types indicated by color. (B) Dual feature plots of epithelial and basal cell markers (*Krt18*, *Krt14*, *Six1*, and *Trp63*). CO (left) and DES (right). Colors for each gene (red or green) are indicated above the UMAPs and yellow indicates overlapping expression. (C) Feature plots of stromal markers *Col6a3*, *Dpt*, and *Vcan* and epithelial marker *Epcam* using the integrated UMAP of all cells from CO (peach) and DES (teal). Expression is the same as in A. The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156.
(TIF) Click here for additional data file.

S2 Fig Stromal cell gene expression is altered by DES as evidenced by spatial transcriptomics. (A) Uterine tissue sections from CO B and DES B used for spatial transcriptomics (ST). HE stain of tissue section adjacent to ST section (left) and tissue sections used for ST (Slide-seq HE, middle). Cluster identification using Space Ranger-1.2.2, skmeans 10 (10x Genomics); colors represent distinct clusters. (B) Heat map of select uterine tissue cell type markers plotted for CO B (left) and DES B (right). Cell type is indicated below heat maps (M = muscle, S = stroma, E = epithelium, BC = basal cells). Expression values are Pearson Residuals from the SCTransform method. (C) ST section of select markers for CO and DES; expression = natural log transformed counts. (D) Venn diagrams of stromal cell GO categories with ≥10 genes (compared groups indicated). (E) Representative FOXL2 IHC in CO and DES; *n* = 4–6 mice per group. The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156.
(TIF) Click here for additional data file.

S3 Fig Epithelial cells from DES-exposed mice lack subtype identity. (A) Heat map of top DEGs of each cluster from integrated epithelial cell UMAP. Expression is Pearson Residuals from the SCTransform method. Clusters are indicated across the top and select clusters indicated: Basal cells (8, 11); GE (13, 17, and 19); overlapping CO and DES clusters (7 and 18). (B) Violin plots of developing GE markers (*Prap1*, *Hif1a*, and *Wnt7b*) for CO and DES. Cluster numbers are indicated below violin plots. Expression is natural log transformed counts and is indicated for each gene. (C) Representative FOXA2 IHC in CO and DES (*n* = 4–6 mice per group). LE and GE indicated. (D) Dot plots of 8 LE-specific genes in CO and DES epithelial clusters. Expression and gene count indicated. Feature plots of *Adgrg7* expression in non-integrated CO and DES epithelial clusters as well as integrated CO and DES epithelial clusters. Expression levels are indicated. (E) Violin plots of top 5 CO12 and LE markers from Fig 3F in DES clusters. Cluster numbers are indicated below violin plots. The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156.
(TIF) Click here for additional data file.

S4 Fig EpSC, LPC, and GPC trajectory analysis. (A) Overlap of up-regulated LPC DEGs (CO cluster 4) with GPC DEGs (CO cluster 14). Ten highest fold-change DEGs in each category indicated. (B) Re-clustering of EpSC, LPC, and GPC with Slingshot analysis. Trajectory analysis using EpSC as the starting point showed 2 paths of differentiation (black lines). Top DEGs for each trajectory grouping (EpSC+GPC vs. LPC or EpSC+LPC vs. GPC); gene expression was filtered by the percent of cells expressing each DEG in each grouping compared to the remaining cluster; numbers in parentheses indicate the percent cells expressing in each group. Violin plots of CO epithelial clusters from Fig 3B of EpSC+GPC lineage genes, *Gstm7* and *Marcksl1*, and EpSC+LPC lineage gene *Ptn*. Select clusters are indicated. Cluster numbers are indicated across the bottom. The data underlying this figure can be found in the Gene Expression Omnibus database under accession code GSE218156.
(TIF) Click here for additional data file.

S5 Fig ALDH1A1 and FOXA2 expression overlaps in CO mature GE. Representative ALDH1A1 and FOXA2 IHC in CO adjacent uterine sections (*n* = 4–6 mice per group).
(TIF) Click here for additional data file.

S6 Fig OLFM4 and pAKT staining in DES-exposed uteri. (A) Representative OLFM4 IHC in CD-1 12-month-old DES uteri (*n* = 4–6 mice per group). (B) Representative OLFM4 and pAKT IHC in adjacent sections from FVBN/J 9-month-old DES uteri (*n* = 4–6 mice per group). GE and LE are indicated.
(TIF) Click here for additional data file.

S7 Fig Conditional epithelial or stromal deletion of ERα prevents DES-induced uterine cancer. Representative HE staining of uterine tissue sections from 12-month-old mice exposed neonatally to DES (*n* = 4–6 mice per group). (A) *Esr1*-flox/flox (wild type). (B) *Esr1*-flox/flox; *Amhr2*-cre+ (stromal ERα cKO). (C) *Esr1*-flox/flox; *Wnt7a*-cre+ (epithelial ERα cKO).
(TIF) Click here for additional data file.

S1 Raw Images Full unedited immunoblots for Fig 7H. Left: Immunoblot of OLFM4 in uteri from 12-month-old control or DES-treated mice. Each lane has 5 μg uterine protein extract from 1 mouse (*n* = 3 mice per group). Right: Same blot as in left panel reprobed for actin. Molecular weight markers to left of each blot (kD). WT, wild type; St cKO, stromal ERα conditional knockout; Ep cKO, epithelial ERα conditional knockout.
(TIF) Click here for additional data file.

S1 Table Single-cell RNA-seq global data. (XLSX) Click here for additional data file.

S2 Table Spatial transcriptomics data. (XLSX) Click here for additional data file.

S3 Table Spatial transcriptomics stromal cell data. (XLSX) Click here for additional data file.

S4 Table Integrated CO and DES epithelial cell clusters. (XLSX) Click here for additional data file.

S5 Table CO and DES scRNA-seq non-integrated epithelial cell clusters. (XLSX) Click here for additional data file.

S6 Table Identification of CO epithelial cell subgroups. (XLSX) Click here for additional data file.

S7 Table Slingshot analysis of CO glandular epithelium. (XLSX) Click here for additional data file.

S8 Table Slingshot analysis of CO luminal epithelium. (XLSX) Click here for additional data file.

S9 Table Characterization of CO glandular progenitor cells, luminal progenitor cells, and epithelial stem cells. (XLSX) Click here for additional data file.

S10 Table Slingshot analysis of CO glandular progenitor cells, luminal progenitor cells, and epithelial stem cells. (XLSX) Click here for additional data file.

S11 Table Uterine cancer (DES cluster 5 DEGs) overlapped with Pten conditional knock out prostate tumors versus normal prostate. (XLSX) Click here for additional data file.

S12 Table Key resources table. (DOCX) Click here for additional data file.

S13 Table Antibodies used in the current study. (XLSX) Click here for additional data file.

## Abbreviations

BSA: bovine serum albumin
cKO: conditional knockout
CO: control
DEG: differentially expressed gene
DES: diethylstilbestrol
DevGE: developing glandular epithelium
ERα: estrogen receptor alpha
EpSC: epithelial stem cell
FBS: fetal bovine serum
GE: glandular epithelium
GPC: glandular progenitor cell
GO: Gene Ontology
HE: hematoxylin & eosin
IEC: intestinal epithelial cell
IHC: immunohistochemistry
LE: luminal epithelium
LPC: luminal progenitor cell
MGE: mature glandular epithelium
NIEHS: National Institute of Environmental Health Sciences
PC: progenitor cell
scRNAseq: single-cell RNA sequencing
UMAP: uniform manifold approximation and projection

# Supplementary material for: Developmental estrogen exposure in mice disrupts uterine epithelial cell differentiation and causes adenocarcinoma via Wnt/β-catenin and PI3K/AKT signaling
**Source:** PLoS Biol. 2023 Oct 19;21(10):e3002334. doi: 10.1371/journal.pbio.3002334
**Supplement:** S12 Table

**Supplemental Table S12. KEY RESOURCES TABLE**

**References**

1. Zheng GXY, Terry JM, Belgrader P, Ryvkin P, Bent ZW, Wilson R, et al. Massively parallel digital transcriptional profiling of single cells. Nat. Commun. 2017;8.

2. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, et al. Comprehensive Integration of Single-Cell Data. Cell 2019;177:1888–1902.e21.

3. Butler A, Hoffman P, Smibert P, Papalexi E, Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol. 2018;36:411–20.

4. Satija R, Farrell JA, Gennert D, Schier AF, Regev A. Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol. 2015;33:495–502.

5. Street K, Risso D, Fletcher RB, Das D, Ngai J, Yosef N, et al. Slingshot: Cell lineage and pseudotime inference for single-cell transcriptomics. BMC Genomics 2018;19:1–16.

6. Lun ATL, Mccarthy DJ, Marioni JC. A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor [ version 2 ; referees : 3 approved , 2 approved with reservations ]. F1000Research 2016;5:1–69.

7. Lun ATL, Riesenfeld S, Andrews T, Dao TP, Gomes T, Marioni JC. EmptyDrops: Distinguishing cells from empty droplets in droplet-based single-cell RNA sequencing data. Genome Biol. 2019;20.

8. Griffiths JA, Richard AC, Bach K, Lun ATL, Marioni JC. Detection and removal of barcode swapping in single-cell RNA-seq data. Nat. Commun. 2018;9.

How the deposited data were processed for this re-analysis (not part of the article)

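Uteri of 12-month-old mice treated on days 1 to 5 after birth with corn oil (CO) or with 1 mg/kg/day of DES were measured in 6 samples. Single-cell RNA was measured in 1 CO library (2 mice pooled) and 1 DES library (4 mice pooled), and spatial RNA in 2 CO and 2 DES sections from 1 mouse each. The condition of every sample came from its label and the paper's text, and no sample was left without a condition.

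The authors counted UMIs per gene and cell with Cell Ranger on the mm10 build, and the deposited single-cell counts are not normalized. They examined barcode swapping with DropletUtils, removed doublets with scran and named a cell type for each cell that passed their quality filter. Their metadata also give the cluster of each epithelial cell in the integrated, CO and DES clusterings and in the Slingshot analysis. The sequencing saturation in the deposited metadata is a fraction, which the authors computed as the share of a cell's reads that repeat a UMI, and it was not used for any value. The authors counted the UMIs of each Visium spot with Space Ranger on mm10, and the deposited spatial counts are not normalized. They clustered the spots of each section into 10 groups. In every sample the summed counts per cell or spot equalled the totals in the metadata. The ratios in the authors' supplementary tables are differences between cells of 1 library or spots of 1 section, and were used only where a value is said to be the paper's. Tables of which only a part is held were used only for the clusters that are complete.

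The CO library held 32387 cells with a median of 6779 UMIs and the DES library 16312 cells with a median of 10153.5 UMIs. The CO sections held 12506177 and 11032957 UMIs and the DES sections 9117099 and 9880021 UMIs. In single cells, UMIs were summed over the cells of a group and scaled to CPM, with exact Poisson 95% intervals, and shares of cells were given exact Clopper-Pearson 95% intervals. A count of 0 cells was given a limit of 3 cells. A ratio against a group with no UMI was computed against a floor of 3 UMIs over the group and is a lower bound. Shares of cells with a UMI were computed after thinning each cell to 3000 UMIs with a fixed random seed (20230), leaving out cells with fewer. These figures cover counting error only, and with 1 library per condition no test between CO and DES cells was made. Basal cells were those with more than 1 UMI of both Krt14 and Trp63. Cells called non-basal epithelial cells are those in the authors' 15 CO and 16 DES clusters. Of these DES cells 4 met the basal rule, and 168 DES epithelial cells below the rule lay outside the clusters and were not included.

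For the spatial data, UMIs were summed per section over all spots, over the stromal spots named by the paper and over the other spots. Sums were compared with edgeR 4.0.16, using TMM factors, its filter for low counts, its quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. The comparisons were DES against CO in stromal spots and in whole sections, stromal against other spots within the CO and within the DES sections, and the difference between these enrichments. The spot clusters were formed on the same counts, so the p-values of stromal against other spots are likely too small. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry. There were 7 lists, for antioxidant genes, inflammatory genes, oxidative phosphorylation, glycolysis, cytosolic ribosomal proteins, extracellular matrix and the Wnt genes of Fig 6E. With 2 sections against 2, no exact test over sections could pass 0.05, so that every p rests on the spread that edgeR pools over genes.

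The genes named are those that the paper names and those found by a rule. For each spatial comparison of DES with CO the rule took the 5 largest rises and 5 largest falls past the threshold with both DES sections on the same side of both CO sections. For epithelial cells it took the 5 largest and 5 smallest ratios of DES to CO among genes with at least 50 CPM in either library. The rule and the alternatives were set before the data were examined, apart from Leiden clustering at resolution 1, which was added after the authors' annotation was seen.

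The alternatives for the spatial tests were DESeq2 1.42.0, its size factors within edgeR, no filter beyond 1 count, each section left out, the section letter as a block, fry, and stromal spots taken as the top 15% by marker score. For single cells they were a filter at 1000 UMIs and 20% mitochondrial counts, Scrublet doublets left out, epithelial cells chosen by Epcam, Krt18 and Cdh1, mean counts per 10000, totals without the 20 most abundant genes, 5000 UMIs or no thinning, other basal rules and rebuilt clusters. Clusters were rebuilt from 2000 variable genes, 30 principal components and 20 nearest neighbours with leidenalg 0.10.2. Lists of genes in DES clusters were compared with random lists of the same size matched on mean expression.

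The tests were tested on simulated data with 200 changed genes, all of them abundant and given large changes. Every gene had the same dispersion of 0.05, which was not matched to the spread of the real sections. The shares below hold for that setting and do not give the power or the false calls in the real data. edgeR recovered 96.0% of them in the stromal comparison (8635 genes tested), 99.5% over whole sections (14105 genes) and 82.5% for the difference in enrichment (13502 genes), and DESeq2 91.0%, 99.5% and 82.5%. Of the calls by edgeR, 1.54%, 7.01% and 4.62% were false. Of 200 simulated lists without a change 2.5% lay above the upper limit of random lists, and of those raised by 0.2 on the log2 scale 88.0% did. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3. Gene positions came from GENCODE M21 on GRCm38. The 350 cells in the metadata without counts and the immunostaining of the paper were not analysed here. Results for some genes the paper names are not reported here.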

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

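Of the tests given here, those on damaged cells, haemoglobin and basal cells for Olfm4, the tests on the keratin region of CO B, and the test of Crh in the spatial sections were chosen only after the result was seen.

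In the DES library, 12054 Olfm4 UMIs were counted in cells to which the authors gave no cell type, which is 49.0% of the library's 24578 and about as many as the 12238 in annotated epithelial cells. The paper does not report on these cells, and the whole CO library held 167 Olfm4 UMIs. Of the cells without a cell type, 87 had more than 20 Olfm4 UMIs and held 11038 of them. Damage, as measured by the mitochondrial share, is argued against by 83 of the 87 cells lying within the range of annotated cells, with a median of 8.39% against 10.6% in the 139 annotated epithelial cells with more than 20 Olfm4 UMIs. Haemoglobin stays open. Of the 87 cells, 83 lie within the haemoglobin range of annotated cells and the median share is 0.0641% against 0.0584%, but the summed level, in those that Scrublet did not call, is 8.55 times that of these annotated cells for Hba-a1, 8.47 times for Hbb-bt and 6.76 times for Hbb-bs. Scrublet called 6.90% of the 87 doublets (95% interval 2.57 to 14.4), against 9.67% of all DES cells without a cell type, 0.588% of annotated DES cells and 0 of the 139, which argues against doublets as the source of most of the 87, and doublets that Scrublet misses stay open. Basal cells by the rule used here are argued against. Of the 87, 2 had more than 1 UMI of both Krt14 and Trp63, against 18 of the 139. A Krt14 UMI was held by 68 of the 87 and by 64 of the 139, so cells with Krt14 that do not meet the rule stay open. The median depth of the 87 was 29010 UMIs, against 32528 in the 139 annotated cells. The 81 that Scrublet did not call stood at 3641 CPM of Olfm4, against 1518 CPM in the 139. They held 14.8 times the Cxcl2, 10.3 times the Dcn and 44.4 times the Tnf, but 0.0488 times the Cxcl5, 0.132 times the Tff1, 0.137 times the Sprr2b and 0.170 times the Serpina1c. What stays open is why the authors' filter left them out, and whether RNA of other cells or another state of the cells gives these differences. DES exposure as a biological cause was not tested, since each condition has 1 library.

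Region 10 of section CO B, with 17 spots, stood at 2288 CPM of Krt14, where the rest of CO B stood at 19.3 CPM and CO A at 1.68 CPM. The paper does not discuss this region. It also held Krt13 (2832 CPM), Krt5 (3579.7 CPM), Sprr1a (3112 CPM) and Trp63 (158 CPM). Tissue or RNA from a single DES region is argued against by Olfm4, of which the region held 3 UMIs (an upper limit of 8.77), where a DES region at the share its Krt14 needs would bring at least 88.7. Any mix of the 20 DES regions is argued against too, since it would bring at least 81.0 Olfm4 UMIs, and at most 158 of Krt13, of which the region held 557. Carry-over of a piece of DES tissue smaller than a region cannot be told apart from tissue of the CO section itself. Set against the DES A region with the most Krt14, 37.5% of the abundant transcripts compared (3 of 8) stayed under 0.5 of the level needed and the others did not. No biological explanation was tested, and tissue of another kind within CO B stays open.

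Crh (chromosome 3, 19693401 to 19695396), which the paper does not discuss, had the largest rise in DES of the epithelial genes at 50 CPM or more. It stood at 0.0381 CPM (3 UMIs) in CO epithelial cells and at 143 CPM (23458 UMIs) in non-basal DES epithelial cells, a ratio of 3756 (1285 to 18215 by counting error). An error of the single-cell library alone is argued against by the spatial sections, with 126 Crh UMIs in DES A and 797 in DES B and none in CO A or CO B. Free RNA spread over all cells is argued against by thinned shares of 21.3% of DES epithelial cells (20.1 to 22.5) and 1.37% of DES mesothelial cells (1.03 to 1.80). It was uneven over the DES clusters, from 434 CPM in cluster 0 to 1.84 CPM in cluster 13. Over whole sections its log2 fold change of 11.88 did not pass (adjusted p = 0.0650 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An effect of DES stays open, since this test did not pass and the single cells have 1 library per condition.

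The enrichment of genes in stromal over other spots differed between the DES and CO sections for 456 genes. Among those the rules name, the difference in log2 enrichment, DES minus CO, was -2.04 for Rad51b, 2.03 for Gpx3, 1.66 for Col6a3 and -4.03 for Ccl6. Rad51b went from 1.13 in CO to -0.90 in DES (SE of the difference 0.30, adjusted p = 2.57e-05, edgeR), and Gpx3 from -0.66 to 1.36 (SE 0.29, adjusted p = 1.24e-05, edgeR). Ccl6, which was chosen after its values were seen, went from 2.16 to -1.87 (SE 0.34, adjusted p = 6.51e-10, edgeR). With each section left out in turn, the difference stayed between -2.55 and -1.67 for Rad51b, 1.70 and 2.5 for Gpx3, 1.15 and 2.31 for Col6a3, and -4.39 and -3.31 for Ccl6. Whether the stromal spots or the other spots changed cannot be told apart over the 456 genes, since 198 of them (43.4%) changed more in the other spots and the rest changed more in the stromal spots. Of the 350 genes with higher enrichment in DES, 304 were lower in the other spots of DES than of CO sections. Rad51b stood at 179 and 154 CPM in the CO stromal spots and 94.5 and 101 CPM in the DES stromal spots, and at 81.4, 65.5, 142 and 289 CPM in the other spots of CO A, CO B, DES A and DES B. In the same order, Ccl6 stood at 16.0, 30.8, 233 and 273 CPM in the other spots and 48.3, 183, 69.9 and 54.8 CPM in the stromal spots. The difference between treatments passed this test, and whether it comes from a change within cells or in the mix of cell types under the spots stays open and was not tested.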

How the results depend on the processing

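Of the results given here, those with clusters rebuilt at Leiden resolution 1 came from an alternative chosen after seeing the data.

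Over the spatial comparisons, 3196 values of single genes and sets were recomputed under an alternative, of which 2678 kept their direction and their side of the threshold, 195 fell below it, 137 rose past it, 180 without a call moved and 6 reversed. With DESeq2, 302 of 364 stayed the same, and with DESeq2 size factors in edgeR 387 of 391. The number of genes past the threshold in stromal spots (131) was 714 with no filter beyond 1 count and 453 with the section letter as a block, although the letters do not pair the sections. With each section left out in turn it was 40 to 357, with the low value without DES replicate A. Over whole sections the count of 747 was 1791 with DESeq2, and 3 to 2819 with a section left out, with 3 without DES replicate B and 14 without DES replicate A. In these fits the lone section of a group is assumed to vary like the other group. Genes enriched in CO stroma numbered 1621, and 686 with DESeq2, and 670 to 2082 with a section left out. Genes enriched in DES stroma numbered 1736, and 864 with DESeq2, and 905 to 1868 with a section left out. The difference in enrichment held for 456 genes, for 202 with DESeq2, and for 328 to 646 with a section left out. The cause was not tested in any of these. The list tests gave 1 list past the threshold, 3 with the top 15% of spots by score (the Wnt genes and glycolysis in addition), 0 under fry's test of direction (where no list had an unadjusted p under 0.05 either, while its test of changes in either direction gave an unadjusted p under 0.05 for 6 of the 7), and 0 to 1 by camera with a section left out. By camera it was 0 without DES replicate A, where 1 list had an unadjusted camera p under 0.05, and fry called 1 list there (ribosomal proteins, adjusted p = 0.0185). The cause was not tested.

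The values that reversed were few. Without CO replicate A, the log2 fold change over whole sections was 0.66 for Hif1a and 2.15 for Cyp21a1, and the enrichment of Vcan in CO was -0.10. The ranges with each section left out were -0.65 to 0.66 for Hif1a and -1.84 to 2.15 for Cyp21a1. With stromal spots chosen by score, the enrichment of Gpx3 in CO was 0.20, that of Lypd8 in DES 0.61, and the difference for Lpo -0.66. The cause was not tested.

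In single cells, 1629 values were recomputed, of which 598 stayed within counting error, 1024 moved and 7 reversed. Epithelial cells chosen by Epcam, Krt18 and Cdh1 (2834 CO and 3128 DES cells) left 26 of 71 genes within counting error and reversed 5. The log2 ratio of DES to CO was then 0.65 for Tgfb2, 0.0815 for Napsa, 0.22 for Gpx2, -0.34 for Wnt5a and 0.26 for S100g. As means over cells of counts per 10000 it was -0.0255 for Gstm7 and -0.43 for Lgr5, which also reversed. The cause was not tested. Totals without the 20 most abundant genes left 67 of 71 the same, and the filter at 1000 UMIs and 20% mitochondrial counts left 75 of 77. Of 660 shares of cells with a UMI, 359 moved at 5000 UMIs per cell (350 of them higher) and 582 moved without thinning, all higher, as deeper counts find more cells with a UMI. The shares of stromal cells, endothelial cells and pericytes together stayed within counting error in every setting, and that of DES epithelial cells moved to 48.0% with rebuilt clusters at each resolution. The latter move comes from clusters led by Krt14, which stayed unnamed because the naming markers held none for basal cells. The share of DES epithelial cells that are basal moved from 9.19% to 11.3% with at least 1 UMI of both genes.

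With clusters rebuilt at Leiden resolution 1, 0.5 and 2 and with 15 principal components, the ratio of the highest to the lowest share of UMIs in CO clusters was 2.11, 2.04, 2.16 and 2.13 for the GE list, and 1.88, 1.86, 1.88 and 1.87 for the list of CO cluster 12. For the LE list it was 2.47 at 0.5, 2.52 at 2 and 2.53 with 15 components. In DES clusters it was 1.23, 1.23 and 1.27 for the GE list at resolution 1, at 0.5 and with 15 components, and 1.5, 1.33 and 1.37 for the LE list. For the list of CO cluster 12 it was 1.44, 1.27, 1.34 and 1.34. In every one of these settings the ratio was higher in CO than in DES. The share of Olfm4 UMIs in the DES cluster with the highest level was 63.2% with the authors' clusters and 61.0%, 71.8%, 61.1% and 61.8% with the rebuilt ones. The cause was not tested. For the cell types with no cell in DES, the number of annotated cells leaves shares of up to 0.0309% open.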

Differences from the paper's values

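The reads listed for the deposited cells come to 801774129 in CO, where the paper's value is 1449861325, and to 727362408 in DES, where the paper's value is 1202821237. Reads per cell were 24756 in CO against the paper's 44767, and 44590.6 in DES against the paper's 73738. No alternative set before the data were examined changes these values. The paper's values are sequencing totals and those here are only the reads listed for the cells, so the measures are not alike. For the number of genes enriched or depleted in stromal spots, the paper's value is 431 for CO (CO A) and 468 for DES (DES A), and the counts here were 1621 and 1736. The paper tested the spots of 1 section, and here the sections were the unit. Of the alternatives set before the data were examined, all gave counts more than 1.5 times the paper's for both groups, the lowest being 670 for CO without CO replicate B and 864 for DES with DESeq2.

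The paper places the CO stem cells in integrated clusters 7 and 18, while of the 71 cells of CO cluster 12 the deposited clustering has 44 in cluster 9, 23 in cluster 18 and 1 in cluster 7. The paper finds Top2a and Mki67 high in DES cluster 6 alone, and here Top2a stood at 133 CPM in cluster 6, 59.7 CPM in cluster 9 and 54.9 CPM in cluster 4. The paper reports Foxl2 as marking the stroma of CO A and not of DES A, and here Foxl2 was enriched in the DES sections too, by 1.87 on the log2 scale. The paper explains its result by FOXL2 protein staining that was alike in DES stroma and muscle. Here the other spots also include epithelium, and non-basal DES epithelial cells held no Foxl2 UMI. Stroma was not compared with muscle alone, so the staining was not tested.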

Other observations

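All of the tests of an explanation given here were set before their result was seen.

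A DES cluster with a programme of the mature GE was looked for with 64 genes raised in CO cluster 13. Their median in DES cluster 8 was 0.207 on the log2 scale above the other DES clusters, at the 100th percentile of random lists of the same size matched on expression, with 42 of 64 raised. DES clusters 7, 9 and 11 also lay above the upper limit of random lists. Of the 2 deepest and 2 shallowest DES clusters, 0 lay above this limit, which argues against depth as the cause. The 29 genes of CO cluster 12, which the paper reads as stem cells, were also above random lists in DES clusters 8 (0.0816), 9 (0.164) and 11 (0.339), and in 2 (0.169) and 13 (0.290), so that the rise in clusters 8, 9 and 11 is not specific to GE genes. A programme shared with CO clusters 12 and 13 may be present in several DES clusters, as a hypothesis found in these libraries, which have no replicate.

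The genes raised in the DES stromal spots may come from epithelial cells in or beside these spots. Of the 71 raised genes, 42 were lower in the stromal than in the other spots of both DES sections, and 22 were higher. In the single cells, 23 of the 71 stood at least 5 times higher in DES epithelial than in CO stromal cells. The rest stay open, and a change in DES stromal cells was not excluded.

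The small overlap of the paper's CO A and DES A lists could follow from genes near the lists' threshold. Of 302 genes listed for CO A alone, 49 (16.2%) passed the test of a difference in enrichment between DES and CO, against 3.37% of all genes tested, 20.1% of those listed for DES A alone, 33.2% for CO B alone and 6.33% for DES B alone. A real change in that part of the genes stays open.

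CO and DES epithelial cells shared few integrated clusters, and depth is argued against, since with all 7763 cells clustered anew 94.7% of cells were in clusters with over 95% of cells from 1 library after thinning to 3000 UMIs, against 100% without thinning. Separate processing of the 2 libraries stays open, as each condition has 1 library. The lower spread of the GE and LE lists in DES clusters is not explained in full by choosing the lists on CO cells, though part of it may be. Lists of the same size chosen on DES clusters had a median ratio of highest to lowest share of 1.47 over DES clusters (1.27 to 2.07). For lists chosen on CO the median was 2.19 over CO clusters (1.85 to 3.85), and these ranges overlap.

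Among epithelial genes at 50 CPM or more (3103 genes), the largest ratios of DES to CO after Crh were Krt5 (249, 167 to 389), Lypd8 (77.2), Upk1a (62.7) and Olfm4 (60.8). The smallest were Prss29, Spink1, Prss28 (14582 UMIs against 0, at least 10119-fold lower), Abcb1b (139.9-fold lower, 116 to 171) and Gpx3. Over whole sections, among genes past the threshold with both DES sections on the same side of both CO sections, the largest rises were those of Nccrp1 (log2 fold change 10.07), Olfm4, Cyp4a12b (9.87), Six3 (9.74) and Krt34 (9.65), and the largest falls those of Uts2 (-6.30), Tmsb15b1 (-6.17), Retnla (-6.06), Meltf (-5.71) and Tpsab1 (-5.69). The Wnt genes of Fig 6E had a median log2 fold change of 0.62 in the stromal spots, with 8 of 13 raised and an adjusted p of 0.135 by limma's camera. Of these genes Wnt4 (log2 fold change 2.02) and Wnt7b (1.57) passed with edgeR when adjusted over the list alone, and Wnt4 over all genes tested. The study chose this list and shows it in its single-cell libraries, so the first count is not independent evidence.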
